# Tissue-resident macrophages in the intestine are long lived and defined by Tim-4 and CD4 expression

**DOI:** 10.1084/jem.20180019

**Published:** 2018-06-04

**Authors:** Tovah N. Shaw, Stephanie A. Houston, Kelly Wemyss, Hayley M. Bridgeman, Thomas A. Barbera, Tamsin Zangerle-Murray, Patrick Strangward, Amanda J.L. Ridley, Ping Wang, Samira Tamoutounour, Judith E. Allen, Joanne E. Konkel, John R. Grainger

## Abstract

A defining feature of resident gut macrophages is their high replenishment rate from blood monocytes attributed to tonic commensal stimulation of this site. In contrast, almost all other tissues contain locally maintained macrophage populations, which coexist with monocyte-replenished cells at homeostasis. In this study, we identified three transcriptionally distinct mouse gut macrophage subsets that segregate based on expression of Tim-4 and CD4. Challenging current understanding, Tim-4^+^CD4^+^ gut macrophages were found to be locally maintained, while Tim-4^–^CD4^+^ macrophages had a slow turnover from blood monocytes; indeed, Tim-4^–^CD4^–^ macrophages were the only subset with the high monocyte-replenishment rate currently attributed to gut macrophages. Moreover, all macrophage subpopulations required live microbiota to sustain their numbers, not only those derived from blood monocytes. These findings oppose the prevailing paradigm that all macrophages in the adult mouse gut rapidly turn over from monocytes in a microbiome-dependent manner; instead, these findings supplant it with a model of ontogenetic diversity where locally maintained subsets coexist with rapidly replaced monocyte-derived populations.

## Abstract (precis)

Intestinal macrophages represent the last tissue macrophages thought to entirely adhere to van Furth's decades-old continuous monocyte replenishment model. In this study, Shaw et al. identify a population of intestinal macrophages that are long lived and maintained independently of monocyte replenishment over long periods of time.

## Introduction

Resident gastrointestinal macrophages are a dominant immune cell type present in gut tissues that are crucial for homeostatic maintenance of this organ and hence its optimal physiological functioning (Bain and Mowat, 2014; Gross et al., 2015; Grainger et al., 2017). Key functions include clearance and sampling of apoptotic cells (Cummings et al., 2016; Schridde et al., 2017), instruction of epithelial progenitor proliferation in the intestinal crypts (Pull et al., 2005), bactericidal activity with limited inflammatory cytokine production (Smythies et al., 2005), and supporting neuroimmune interactions (Muller et al., 2014; Gabanyi et al., 2016). Inappropriate macrophage activity, particularly potential imbalance between resident- and inflammation-elicited (inflammatory) macrophages, has been implicated in driving pathophysiological complications in the gut. These include inflammatory bowel diseases (Kamada et al., 2008; Bain et al., 2013) and colon cancer (Afik et al., 2016). Delineating the origins and processes that underlie development of resident gut macrophages is therefore of high importance to provide novel mechanistic understanding of disease states.

For almost half a century, it was commonly believed that tissue-resident macrophages in all bodily organs were continuously renewed from adult bone marrow (BM)-derived circulating blood monocytes (van Furth et al., 1972). More recent research challenged this paradigm, revealing the presence of bona fide tissue-resident macrophages often arising from embryonic or perinatal precursors that are maintained locally and independently of blood monocytes at homeostasis (Ginhoux et al., 2010; Hoeffel et al., 2012, 2015; Schulz et al., 2012; Hashimoto et al., 2013; Yona et al., 2013; Sheng et al., 2015; Ginhoux and Guilliams, 2016). These include the brain microglia of the central nervous system (Ginhoux et al., 2010), alveolar macrophages of the lung airspaces (Guilliams et al., 2013; Hashimoto et al., 2013), and Langerhans cells of the skin epidermis (Merad et al., 2002; Hoeffel et al., 2012). Many of these organs are also home to blood monocyte–replenished macrophage populations that coexist with the locally maintained macrophages at homeostasis and can undertake functionally distinct activities (Ginhoux and Guilliams, 2016; Goldmann et al., 2016; Kim et al., 2016). The striking exception to this model has been the gastrointestinal tract, the last bastion of the continuous monocyte replenishment model of resident macrophage ontogeny, where all gut resident macrophages are replenished by high turnover from blood monocytes (Bain et al., 2014) with a predicted half-life of 4–6 wk (Jaensson et al., 2008; Ginhoux and Jung, 2014). This unique feature of resident gut macrophages has been attributed to the inflammatory tone of the gut stimulated by the high commensal burden (Bain et al., 2014; Ginhoux and Jung, 2014).

Unlike in other tissues, where multiple phenotypic markers in tandem with distinct morphological characteristics or localization (Merad et al., 2002; Guilliams et al., 2013; Tamoutounour et al., 2013; Bain et al., 2016; Scott et al., 2016) have been used to distinguish subsets of locally maintained resident macrophages from those that are monocyte replenished, gut studies have predominantly used relative expression of the chemokine receptor CX3C chemokine receptor 1 (CX3CR1; Jung et al., 2000; Varol et al., 2009; Tamoutounour et al., 2012; Zigmond et al., 2012; Bain et al., 2013, 2014). It therefore remains a distinct possibility that locally maintained resident macrophages or slowly monocyte-replenished populations could be present in the gut, but identification has been hampered by an inability to distinguish these cells from the total pool.

In this study, using the novel gut macrophage markers Tim-4 and CD4, we found that the adult gut macrophage pool is comprised of three similarly sized subsets with distinct replenishment rates from blood monocytes. Challenging current assumptions, abundant Tim-4^+^CD4^+^ gut-resident macrophages were found to be locally maintained independent of monocytes, whereas the Tim-4^–^CD4^+^ population had a slow replenishment rate from monocytes. Together, these two CD4^+^ populations accounted for the vast majority of mature macrophages in the gut. Indeed, the only population with high turnover from monocytes was the Tim-4^–^CD4^–^ macrophage subset. Supporting the differential requirement for monocyte replenishment, Tim-4^+^CD4^+^ macrophages had distinct developmental dynamics from early life and dominated in *Ccr2*^−/−^ animals, which have a paucity of circulating monocytes, whereas Tim-4^–^ subsets were dramatically depleted in these mice. Importantly, a live commensal microbiome is required for establishment of all resident macrophage subsets independent of ontogeny. These data redefine our understanding of gut macrophage development and heterogeneity at this critical mucosal site.

## Results and discussion

### Tim-4 and CD4 identify phenotypically and transcriptionally distinct populations of macrophages in the small intestine

Aiming to identify ontogenetically distinct macrophages within the total gut macrophage pool, we began by establishing candidate surface markers that have been used to distinguish mature or potentially long-lived macrophages in other studies and that are easily used for flow cytometry. We selected two such markers that are heterogeneously expressed on gut macrophages (Schridde et al., 2017) but have not been previously used to investigate ontogeny. One marker was the apoptotic cell-uptake receptor Tim-4, which is highly expressed by liver Kupffer cells (Scott et al., 2016) as well as the Gata-6–dependent large macrophages of the peritoneal cavity (Rosas et al., 2014; Bain et al., 2016; Kim et al., 2016). Both these macrophage populations dominate the compartment at birth and then have slow or little replenishment from blood monocytes in the adult (Bain et al., 2016; Scott et al., 2016). The other marker was CD4, recently identified as a gut-specific macrophage maturation marker based on transcriptional profiling of colonic versus skin macrophage development (Schridde et al., 2017).

We began by assessing expression of Tim-4 and CD4 on the monocyte and macrophage populations defined by the already well-established “P1–P4 waterfall” model of gut monocyte/macrophage differentiation (Figs. 1 A and S1 A; Tamoutounour et al., 2012; Zigmond et al., 2012; Bain et al., 2013, 2014). In this model, Ly6C^hi^CX3CR1^int^ blood monocytes enter into the gastrointestinal tissue (P1) and progressively down-regulate Ly6C expression while up-regulating surface MHCII (P2) as they become gut macrophages (P3/P4). These MHCII^hi^ macrophages can be further segregated based on CX3CR1-GFP reporter expression into a smaller CX3CR1^int^ (P3) population and larger CX3CR1^hi^ (P4) population, with the CX3CR1^hi^-expressing cells being the most mature resident gut macrophages (Tamoutounour et al., 2012; Zigmond et al., 2012; Bain et al., 2013, 2014). Tim-4– and CD4-positive cells were mainly present in this P3/P4 macrophage gate (Fig. 1 A). Tim-4 and CD4 staining revealed three distinct populations of macrophages at approximately equal frequencies that accounted for the entire P3/P4 gate: Tim-4^–^CD4^–^ (blue), Tim-4^–^CD4^+^ (orange), and Tim-4^+^CD4^+^ (green) macrophages. All of these macrophage subsets were predominantly CX3CR1^hi^, although a small population of CX3CR1^int^ cells was evident in the Tim-4^–^CD4^–^ population, suggesting that this population alone may include some less-mature macrophages (Fig. 1 B; Schridde et al., 2017). Therefore, the established CX3CR1^hi^ resident gut macrophage population can be split into three distinct subpopulations based on their expression of Tim-4 and CD4.

**Figure 1.**
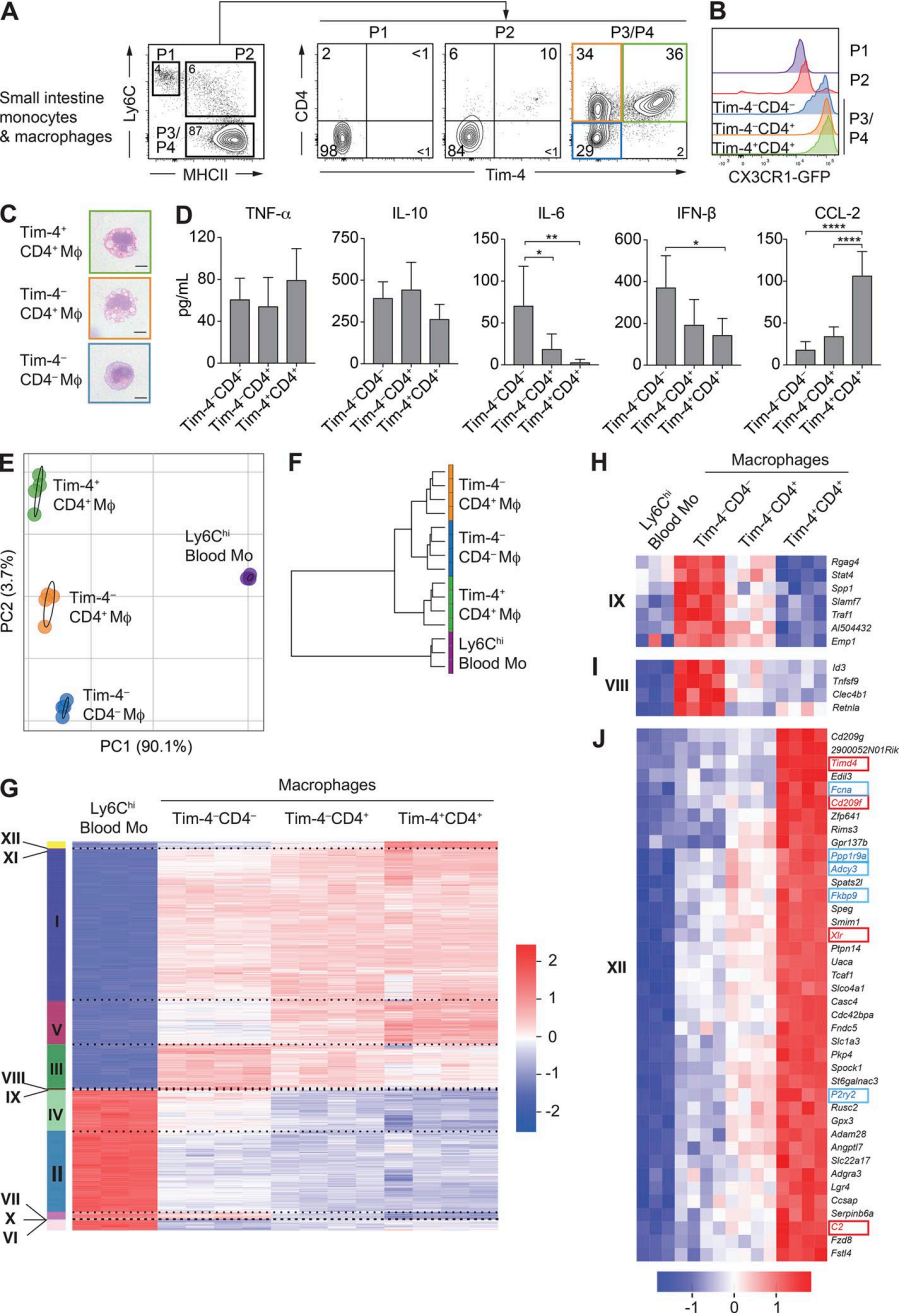
**Tim-4 and CD4 identify phenotypically and transcriptionally distinct populations of macrophages in the small intestine. (A)** Expression of Tim-4 and CD4 on small intestinal monocytes/macrophages assessed by flow cytometry from *Cx3cr1*^+/GFP^ reporter mice. Single-cell suspensions were first gated on live Lin^–^CD45^+^CD11b^+^CD11c^low/int^ cells, and then P1 monocytes (CD64^–^Ly6C^hi^MHCII^–^), P2 transitioning monocytes (Ly6C^+^MHCII^+^), and P3/P4 macrophages (CD64^+^Ly6C^–^MHCII^+^) were identified. Numbers denote the percentages of cells within the gate. Data are representative of at least three independent experiments. *n* = 2–3 per experiment. **(B)** Expression of CX3CR1-GFP by P1 monocytes, P2 transitioning monocytes, and Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ (P3/P4) macrophages from the small intestine of adult CX3CR1^+/GFP^ mice. Data are representative of at least three independent experiments. *n* = 2–3 per experiment. **(C)** Morphological characteristics as assessed by H&E staining of Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophages (Mφ) sorted by FACS from the small intestine of 8–10-wk-old C57BL/6 WT mice. Bars, 5 µm. Data are representative of two independent sorts from three pooled mice. **(D)** Concentrations of TNF-α, IL-10, IL-6, IFN-β, and CCL-2 in supernatants from 18-h cultures in M-CSF–containing media of Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophages sorted by FACS from the pooled small intestines of four to six pooled 8–10-wk-old C57BL/6 WT mice. Concentrations were determined from duplicate or triplicate wells of 30,000 sorted macrophages. Data are representative of five separate experiments. Error bars show means ± SD. Statistical comparisons between macrophage subsets are shown. Statistical comparisons were performed with one-way ANOVA with Bonferroni’s multiple comparison test: *, P ≤ 0.05; **, P ≤ 0.01; ****, P ≤ 0.0001. **(E)** PCA of global gene expression from Ly6C^hi^ blood monocytes (Blood Mo) and Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ resident macrophages isolated by FACS from the small intestine of 8–10-wk-old C57BL/6 WT mice. **(F)** Hierarchical cluster analysis of Ly6C^hi^ blood monocytes and Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ small intestine macrophage populations based on global gene expression. **(G)** Gene expression profile of the 2,283 genes differentially expressed (p-adjusted < 1e^–30^) in Ly6C^hi^ blood monocytes, and Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophages sorted from the small intestine with clusters identified by k-means. **(H)** Gene expression profile of the seven genes forming cluster IX up-regulated in Tim-4^–^CD4^–^ and Tim-4^–^CD4^+^ macrophages compared with Ly6C^hi^ blood monocytes and Tim-4^+^CD4^+^ macrophages. **(I)** Gene expression profile of the four genes forming cluster VIII up-regulated in Tim-4^–^CD4^–^ macrophages compared with Ly6C^hi^ blood monocytes and Tim-4^–^CD4^+^ and Tim-4^+^CD4^+^ macrophages. **(J)** Gene expression profile of the 40 genes up-regulated in Tim-4^+^CD4^+^ macrophages compared with Ly6C^hi^ blood monocytes and Tim-4^–^CD4^–^ and Tim-4^–^CD4^+^ macrophages. Genes highlighted in blue are those previously identified as genes associated with a tissuewide resident macrophage signature. Genes highlighted in red are those described as distinguishing embryonically derived Kupffer cells from BM-derived Kupffer cells. **(E–J)** RNA sequencing results were generated from four independent sorts from the small intestines of three pooled mice (macrophages) and three independent sorts from the peripheral blood of three to four pooled mice (monocytes). See also Fig. S1 and Tables S1 and S2.

To begin to explore whether Tim-4 and CD4 were markers of gut macrophage heterogeneity, we isolated the three subsets using FACS for morphological and functional analyses (Fig. 1, C and D). All subsets were found to have macrophage-like morphology but with Tim-4^–^CD4^–^ being visually smaller than the two CD4^+^ subsets (Tim-4^+^ and Tim-4^–^), which both displayed prominent vacuoles typical of phagocytically active macrophages (Fig. 1 C). After overnight culture, differential capacity to produce cytokines and chemokines was observed between the subsets (Fig. 1 D). In particular, production of the cytokines IFN-β and IL-6 was enriched in the Tim-4^–^CD4^–^ subset, whereas the Tim-4^+^CD4^+^ subset produced more of the monocyte-recruiting chemokine CCL-2 (Fig. 1 D). Production of gut macrophage–associated cytokines IL-10 and TNF-α were unchanged between subsets.

Based on this suggested heterogeneity within the gut macrophage pool, we undertook bulk RNA sequencing of the three macrophage subsets alongside their circulating Ly6C^hi^ blood monocyte precursors. 

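RNA was sequenced from 15 libraries, of which 3 were from Ly6C hi blood monocytes and 4 were from each of the 3 macrophage subsets of the small intestine: those without Tim-4 and CD4 (Tim-4-CD4-), those with CD4 alone (Tim-4-CD4+), and those with both (Tim-4+CD4+). Each library was made from cells pooled from 3 mice, except that monocyte replicate 2 was pooled from 4 mice. Strand-specific mRNA libraries were read from both ends. The authors trimmed the reads, aligned them to the mouse genome GRCm38.p4 with STAR, and kept uniquely mapped reads. They counted these per gene with HTSeq against the GENCODE vM11 annotation, and the paper's text does not name the strand setting of the count. The authors deposited raw counts per gene, with no normalization, next to the same counts divided by one size factor per library. Each gene in the deposited counts has a total of at least 16 reads over the 15 libraries. The total count on genes ran from 48739371 to 139410518 in monocyte libraries (median 94153773), from 39388763 to 63924096 in Tim-4-CD4- libraries (median 51202290.5), from 39568129 to 151510641 in Tim-4-CD4+ libraries (median 68515239), and from 59404864 to 116123886 in Tim-4+CD4+ libraries (median 83744949). Starting from the raw counts, 15802 genes passed edgeR's filter on low counts. Library sizes were scaled with edgeR's TMM method, and expression is given as CPM, the count after scaling each library to a fixed total. The 6 pairwise comparisons of the 4 populations were tested in one fit over all 15 libraries with edgeR's quasi-likelihood test, without a block for replicate numbers, and p-values were adjusted with the Benjamini-Hochberg method over the genes tested. Standard errors of edgeR's log2 fold changes were derived from the F statistic of this test. DESeq2, which the paper used, was run as an alternative. Whether the number of libraries or the depth limits the precision more was not tested.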

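Transcripts of the sorting markers were read first because they check the labels of the libraries. *Timd4* (ENSMUSG00000055546.6), which encodes Tim-4, lies on chromosome 11 of GRCm38 from 46810800 to 46844332 on the plus strand. Positions are from GENCODE release M21 on GRCm38, which lists 19421 of the identifiers in the counts, since the release that the authors used was not at hand. It reached 355 ± 25.2 CPM (SD, n = 4 libraries) in Tim-4+CD4+ macrophages, 1.70 ± 1.88 CPM (SD, n = 4) in Tim-4-CD4+ macrophages, 1.11 ± 1.24 CPM (SD, n = 4) in Tim-4-CD4- macrophages, and 0.0493 ± 0.0273 CPM (SD, n = 3) in monocytes. Its log2 fold change between the Tim-4+CD4+ and the Tim-4-CD4+ subsets was 7.81 (standard error 0.71, adjusted p = 5.5e-06 from edgeR's quasi-likelihood test). The mean of *Timd4* in Tim-4-CD4+ macrophages rested on replicate 1, and without it the log2 fold change between the CD4+ subsets was 8.99. From Tim-4-CD4- to Tim-4-CD4+ macrophages, *Timd4* was not distinguishable (log2 fold change 0.56, standard error 0.70, adjusted p = 0.71 from edgeR). This log2 fold change was -0.62 without Tim-4-CD4+ replicate 1 and 1.74 without Tim-4-CD4- replicate 3, which had the highest *Timd4* of its subset (2.93 CPM). *Cd4* (ENSMUSG00000023274.14), on chromosome 6 from 124864692 to 124888221, was at 531 ± 51.0 CPM (SD, n = 4) in Tim-4-CD4+ and 816 ± 80.9 CPM (SD, n = 4) in Tim-4+CD4+ macrophages, compared with 22.9 ± 11.2 CPM (SD, n = 4) in Tim-4-CD4- macrophages. The rise of *Cd4* from Tim-4-CD4- to Tim-4-CD4+ macrophages was 4.54 on the log2 scale (standard error 0.25, adjusted p = 4.5e-08 from edgeR's quasi-likelihood test). *Cd4* in the CD4+ subsets differed by 0.62 on the log2 scale, which did not pass the test (standard error 0.22, adjusted p = 0.17 from edgeR). It passed when only these 2 populations were fitted and when Tim-4-CD4- replicate 3 was left out, and its adjusted p-value from edgeR or DESeq2 ran from 0.0056 to 0.36 over all alternatives. *Ly6c2* (ENSMUSG00000022584.14), on chromosome 15 from 75108158 to 75111970, was at 1090 ± 395 CPM (SD, n = 3) in monocytes and at 1.72 ± 0.294 CPM or less on average in each macrophage subset. *Ly6c2* belongs to a family of similar genes, so its count is uncertain to the extent that uniquely mapped reads were lost to its paralogs. *H2-Ab1*, which encodes a chain of MHCII, rose from 149 ± 73.3 CPM (SD, n = 3) in monocytes to between 12200 and 13700 CPM on average in the macrophage subsets. *Cx3cr1* and *Fcgr1*, which encodes CD64, did not differ between any pair of macrophage subsets, the smallest adjusted p-values from edgeR being 0.50 for *Cx3cr1* and 0.51 for *Fcgr1*.

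**Figure D1:**
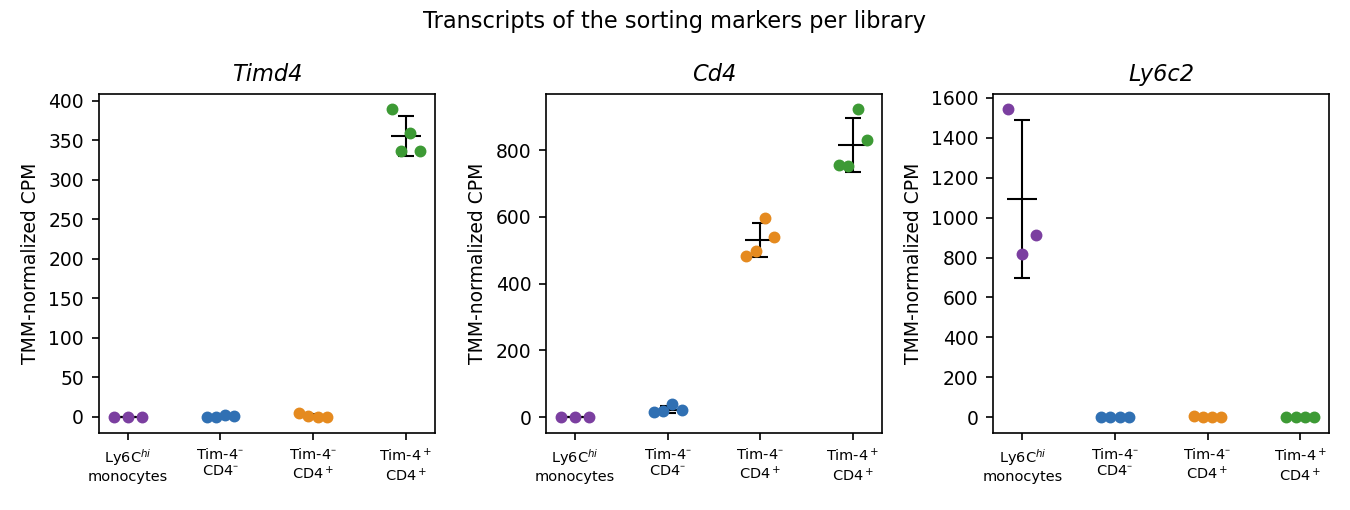
TMM-normalized CPM of *Timd4*, *Cd4*, and *Ly6c2* in each library of the 4 populations. Each point is a library, and the black line and bars give the mean and SD. *Timd4* averaged 355 CPM in Tim-4+CD4+ macrophages, and *Cd4* averaged 531 CPM in Tim-4-CD4+ and 816 CPM in Tim-4+CD4+ macrophages.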

As expected, principal component analysis (PCA) revealed that all three macrophage subsets were extremely distinct from circulating blood monocytes, supportive of the differentiation of all populations into macrophages (Fig. 1 E). Moreover, as shown by PCA (Figs. 1 E and S1 B), each of the macrophage subsets possessed a unique transcriptional profile distinct from the other macrophage subsets. 

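PCA was computed on log2 CPM of the 15802 genes that passed the filter, with genes centered and not scaled. PC1 held 75.8% of the variance and PC2 held 5.82%. On PC1, the 3 monocyte libraries lay between -244 and -238, the Tim-4-CD4- libraries between 37.4 and 40.1, the Tim-4-CD4+ libraries between 55.3 and 66.6, and the Tim-4+CD4+ libraries between 76.2 and 83.9, so that no group overlapped another. The mean Euclidean distance from monocyte libraries was 294.5 ± 3.25 (SD over 12 pairs of libraries) to Tim-4-CD4- libraries, 313 ± 3.43 (SD over 12 pairs) to Tim-4-CD4+ libraries, and 331 ± 5.53 (SD over 12 pairs) to Tim-4+CD4+ libraries. Monocyte libraries were 70.1 ± 1.55 (SD over 3 pairs) apart from each other, so the distance between monocytes and macrophages was far larger than the spread between replicates. The variance on PC1 changed most when genes were scaled to unit variance, which placed 53.4% on PC1 and 12.3% on PC2. Compared with monocytes, 10341 genes differed in Tim-4-CD4- macrophages (5900 higher and 4441 lower at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test), 11027 in Tim-4-CD4+ macrophages (6174 higher and 4853 lower), and 11196 in Tim-4+CD4+ macrophages (6247 higher and 4949 lower). Of these genes, 9245 differed from monocytes in every subset. With a change of at least 2-fold also required, the counts were 6034, 6681, and 6849.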

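In a PCA of the 12 macrophage libraries alone, PC1 held 29.3% of the variance and PC2 held 12.1%. The Tim-4-CD4- libraries lay between -54.1 and -44.7 on PC1, the Tim-4-CD4+ libraries between -6.51 and 6.86, and the Tim-4+CD4+ libraries between 41.2 and 64.2. Libraries of different subsets were on average 19 farther apart than libraries of one subset. None of the other assignments of the 12 libraries to 3 groups of 4 gave as large a difference (exact permutation test over all assignments, one-sided p = 0.00017, the smallest p that these assignments allow). Taken pair by pair, the difference between and within subsets was 12.6 for Tim-4-CD4- and Tim-4-CD4+, 33.1 for Tim-4-CD4- and Tim-4+CD4+, and 11.5 for the Tim-4-CD4+ and the Tim-4+CD4+ subsets, each the largest of the 35 splits of 8 libraries (exact permutation test, one-sided p = 0.029, the smallest p possible). At an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 1589 genes differed between the Tim-4-CD4+ and the Tim-4-CD4- subsets (715 higher and 874 lower in Tim-4-CD4+), 3656 between Tim-4+CD4+ and Tim-4-CD4- (1781 higher and 1875 lower in Tim-4+CD4+), and 539 between Tim-4+CD4+ and Tim-4-CD4+ (327 higher and 212 lower in Tim-4+CD4+). With a change of at least 2-fold also required, 483, 1336, and 277 genes differed. The count between the Tim-4-CD4+ and the Tim-4-CD4- subsets fell to 1033 without Tim-4-CD4+ replicate 4, and DESeq2 called 917 genes between the Tim-4+CD4+ and the Tim-4-CD4+ subsets.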

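The genes with the largest changes between subsets were taken from those with an adjusted p-value under 0.05, a mean of at least 1 CPM over all libraries, and no overlap between the libraries of each subset. Compared with Tim-4-CD4- macrophages, Tim-4-CD4+ macrophages were highest in *Cd4*, *Zfp641* (log2 fold change 3.12, and 4.82 without Tim-4-CD4- replicate 3), and *Spock1* (2.67), and lowest in *Retnla* (-5.78), *Tnip3* (-3.93, and -4.68 without Tim-4-CD4+ replicate 1), and *Upb1* (-3.62), with adjusted p-values of 0.0042 or less from edgeR's quasi-likelihood test. Compared with Tim-4-CD4- macrophages, Tim-4+CD4+ macrophages were highest in the long noncoding gene *2900052N01Rik* (log2 fold change 8.49), *Timd4* (8.37, and 9.55 without Tim-4-CD4- replicate 3), and *Zfp641* (7.54, and 9.24 without Tim-4-CD4- replicate 3), and lowest in *Ccr2* (-6.28), *Adora2b* (-6.28), and *Gm13373*. The fold of *Adora2b* rests on 7 counts in Tim-4+CD4+ replicate 2, since the other 3 Tim-4+CD4+ libraries had none. The long noncoding gene *Gm13373* had no counts in any Tim-4+CD4+ library. Taken against a floor of 3 counts, it was at least 12.4-fold lower there than in Tim-4-CD4- macrophages. The adjusted p-values of these 6 genes were 6.3e-06 or less from edgeR. Other folds above also rest on few counts on the lower side, so their size is imprecise. No Tim-4-CD4- library had more than 5 counts of *2900052N01Rik* or 7 of *Zfp641*, and no Tim-4-CD4+ library more than 6 of *Upb1*. Between the Tim-4+CD4+ and the Tim-4-CD4+ subsets, the genes highest in Tim-4+CD4+ were *Timd4*, *2900052N01Rik* (log2 fold change 6.25), and *Cd209g* (5.23), whose similar paralogs make its count uncertain. Those lowest in Tim-4+CD4+ were *Ccr2* (-3.31), *Klf8* (-2.94), and *Gm13373*. *Klf8* had at most 4 counts in each Tim-4+CD4+ library, and *Gm13373* was at least 1.35-fold lower than in Tim-4-CD4+ macrophages. The adjusted p-values of the genes named in this comparison were 0.023 or less from edgeR's quasi-likelihood test. *Gm13373* did not pass there in thinned counts, without Tim-4+CD4+ replicate 1, or without Tim-4+CD4+ replicate 2, its adjusted p-value from edgeR or DESeq2 running from 0.0027 to 0.16 over all alternatives. *Ccr2*, on chromosome 9 from 124101950 to 124113557, fell from 2630 ± 341 CPM (SD, n = 3) in monocytes to 660 ± 106 CPM (SD, n = 4) in Tim-4-CD4-, 84.1 ± 21.6 CPM (SD, n = 4) in Tim-4-CD4+, and 8.39 ± 5.04 CPM (SD, n = 4) in Tim-4+CD4+ macrophages.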

Unsupervised clustering of populations by global gene-expression profiles was performed to generate a cluster tree delineating relationships between macrophage populations as well as blood monocytes. 

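Distances between libraries were computed on log2 CPM of all genes that passed the filter. Tim-4-CD4- and Tim-4-CD4+ libraries were 111 ± 7.93 apart (mean ± SD over 16 pairs of libraries), Tim-4-CD4+ and Tim-4+CD4+ libraries 107 ± 13.4 (16 pairs), and Tim-4-CD4- and Tim-4+CD4+ libraries 130 ± 8.89 (16 pairs). Within a subset, the distance was 100 ± 5.37 for Tim-4-CD4-, 96.6 ± 10.3 for Tim-4-CD4+, and 94.3 ± 11.4 for Tim-4+CD4+ macrophages (mean ± SD over 6 pairs each). The distance from Tim-4-CD4+ to Tim-4-CD4- macrophages was 1.04 times the distance from Tim-4-CD4+ to Tim-4+CD4+ macrophages, with an SD of 0.0372 over the 4 Tim-4-CD4+ libraries, of which 3 were nearer to Tim-4+CD4+. This ratio stayed between 1.01 and 1.10 when each library was left out in turn, the highest value being without Tim-4+CD4+ replicate 1. For mean distances between libraries, other transformations, correlation distance, and thinned counts gave ratios from 1.01 to 1.06. The highest of these came from a correction for GC content and gene length that was chosen after seeing the data. Between subset means, the distance was 71.2 from Tim-4-CD4+ to Tim-4-CD4- macrophages and 68.5 from Tim-4-CD4+ to Tim-4+CD4+ macrophages. On the 500 most variable genes of log2 CPM, the order of these subset means reversed, at 24.8 and 25.7, while on the 500 most variable genes after the variance-stabilizing transformation they were 21.2 and 18.5. With complete linkage, the tree cut at 4 branches held the 3 monocyte libraries, the 4 Tim-4-CD4- libraries, a branch of 7 with the 4 Tim-4-CD4+ and 3 of the Tim-4+CD4+ libraries, and Tim-4+CD4+ replicate 1 alone. On the 500 most variable genes after the variance-stabilizing transformation, and after the correction for GC content and gene length, the 4 branches were the 4 populations. On the 500 most variable genes of log2 CPM, the Tim-4-CD4+ libraries were spread over the branches of both other subsets.

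**Figure D2:**
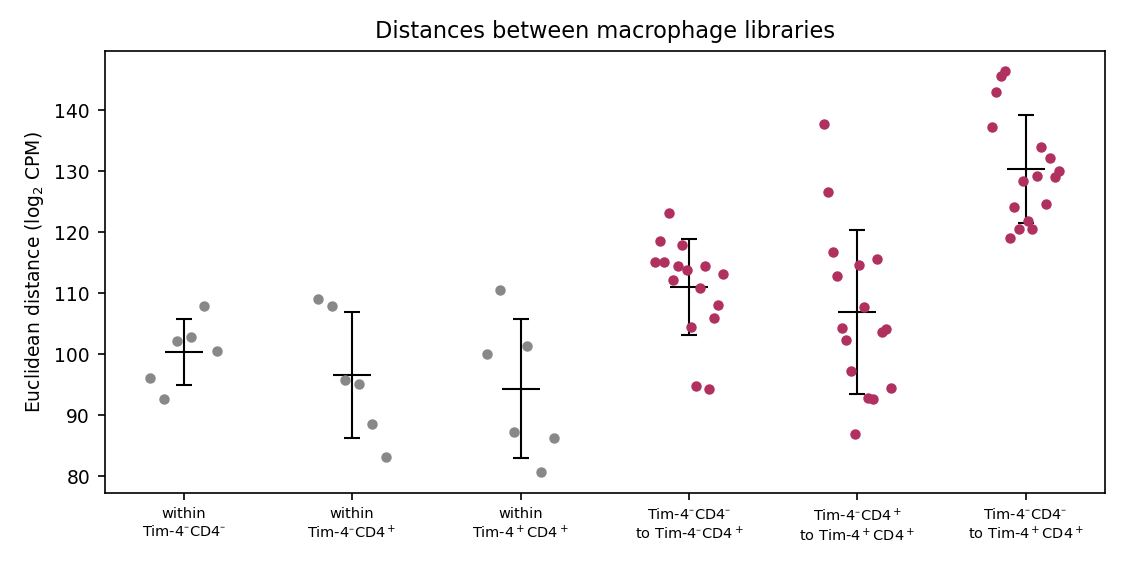
Euclidean distance between macrophage libraries on log2 CPM, for pairs of libraries within a subset (gray) and between subsets (red). Points are pairs of libraries, and the black line and bars give the mean and SD. The distance from Tim-4-CD4+ libraries averaged 111 to Tim-4-CD4- and 107 to Tim-4+CD4+ libraries, with overlapping spreads.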

Using this analysis, the two Tim-4^–^ macrophage subsets (CD4^+^ and CD4^–^) were suggested to be more closely related to each other than to the Tim4^+^CD4^+^ subset (Fig. 1 F).

Pairwise comparisons of gene expression levels between each population (p-adjusted < 1^e–30^) identified 2,283 differentially expressed genes, the vast majority being up- or down-regulated in macrophages compared with monocytes. 

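With edgeR's quasi-likelihood test over all 15 libraries, no gene reached an adjusted p-value under 1e-30, the smallest being 1.36e-17, while 12564 genes differed in at least 1 of the 6 comparisons at an adjusted p-value under 0.05. Of these, 12443 differed between monocytes and at least 1 macrophage subset, and 3831 differed between macrophage subsets. Only 121 genes differed between macrophage subsets and not from monocytes. At an unadjusted p-value under 0.05, between 10843 and 11532 genes differed in each comparison with monocytes and between 2298 and 5460 in each comparison of macrophage subsets. With DESeq2's Wald test over all libraries, 2122 genes had an adjusted p-value under 1e-30 in at least 1 comparison. Of these, 2095 (98.7%) passed in a comparison with monocytes and 150 in a comparison between macrophage subsets, with 27 found only between subsets. With DESeq2 fitted to each pair of populations alone, 2274 genes passed, 2235 of them against monocytes and 169 between macrophage subsets.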

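The 2122 genes with an adjusted p-value under 1e-30 from DESeq2 were divided into 12 clusters with k-means on z-scores of log2 CPM over the 15 libraries, using the best of 100 starts. Monocytes had the lowest mean in 6 clusters with 1419 genes in all, and the highest mean in 5 clusters with 693 genes. Of the 40 genes that Fig. 1 J lists for cluster XII, 30 were among the genes clustered. These fell into 2 clusters in which Tim-4+CD4+ macrophages had the highest mean, 24 into a cluster of 113 genes and 6 into a cluster of 10 genes. The larger of the 2 had a mean z-score of -1.64 in monocytes, -0.19 in Tim-4-CD4-, 0.37 in Tim-4-CD4+, and 1.05 in Tim-4+CD4+ macrophages. The cluster with most of these genes held 50 genes when the counts were transformed with DESeq2's variance-stabilizing transformation, 49 genes with 10 clusters, and 23 genes with 14 clusters. *Timd4* was not among the genes clustered, since DESeq2 gave it no adjusted p-value.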

Unsupervised hierarchical k-means clustering of the differentially expressed genes was also performed, generating 12 clusters of genes with distinct expression characteristics (Figs. 1 G and S1 C) and associated gene ontology (GO) terms (Table S1). 

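Genes that separated monocytes from the mean of the 3 macrophage subsets by at least 2-fold, at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, were used to order the subsets. The mean of the 2 CD4+ subsets was then compared with Tim-4-CD4- macrophages in a contrast that is independent of how these genes were chosen. Of the 4695 genes higher in macrophages, 1252 differed with CD4, and 959 of those (76.6%, 95% Wilson interval 74.2 to 78.9%) were higher in the CD4+ subsets. Of the 1978 genes higher in monocytes, 740 differed with CD4, and 685 of those (92.6%, 95% Wilson interval 90.5 to 94.3%) were lower in the CD4+ subsets. These intervals cover counting error only, and genes are not independent of each other. In 10 sets of counts simulated with no difference between the subsets, between 48.4 and 52.7% of all genes chosen in the same way moved in the same direction. In the data, 67.8% of the genes higher in macrophages and 76.2% of the genes higher in monocytes did so. The simulated genes were drawn independently of each other, so the simulated range leaves out the spread that genes moving together would add. The share of 76.6% moved most, to 73.2%, with a correction for GC content and gene length that also shifts the overall scale of each library and was chosen after seeing the data, and it was 79.2% with upper-quartile normalization.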

Many of the clusters (clusters I–VII, X, and XI) confirmed established transcriptional pathways of macrophage differentiation from blood monocytes as well as providing further evidence, in addition to recent research (Schridde et al., 2017), that CD4 expression on macrophages is associated with the most mature macrophages (Fig. S1 C and Table S2). In particular, cluster V, in which genes were progressively up-regulated from blood monocytes to Tim-4^–^CD4^–^ macrophages to the CD4^+^ subsets (Fig. S1 C), included *Lrrc4c*, *Dtx3*, *H2-M2*, and *Ocstamp*, genes already described as forming part of a mature colonic macrophage signature.

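*Lrrc4c* (ENSMUSG00000050587.14, chromosome 2, 96318169 to 97631666) had at most 3 counts in each monocyte library and was at 10.7 ± 3.12 CPM (SD, n = 4) in Tim-4-CD4-, 32.0 ± 9.52 CPM (SD, n = 4) in Tim-4-CD4+, and 49.3 ± 11.1 CPM (SD, n = 4) in Tim-4+CD4+ macrophages, at least 303-fold higher in Tim-4-CD4- macrophages than in monocytes. *H2-M2* (ENSMUSG00000016283.13, chromosome 17, 37480851 to 37483552) was at 0.0274 ± 0.0328 CPM (SD, n = 3) in monocytes, 4.35 ± 0.930 CPM (SD, n = 4) in Tim-4-CD4-, 20.1 ± 5.46 CPM (SD, n = 4) in Tim-4-CD4+, and 94.6 ± 22.5 CPM (SD, n = 4) in Tim-4+CD4+ macrophages. It belongs to the MHC class I family, whose similar members make its count uncertain. *Ocstamp* (ENSMUSG00000027670.4, chromosome 2, 165393760 to 165400405) rose from 5.78 ± 0.648 CPM (SD, n = 3) in monocytes to 71.8 ± 9.65, 151 ± 16.6, and 213 ± 47.5 CPM (SD, n = 4 each) in the Tim-4-CD4-, the Tim-4-CD4+, and the Tim-4+CD4+ subsets. *Dtx3* (ENSMUSG00000040415.15, chromosome 10, 127190378 to 127195728) rose from 19.6 ± 3.63 CPM (SD, n = 3) to 60.2 ± 6.46, 88.2 ± 14.2, and 117 ± 31.6 CPM (SD, n = 4 each). All 4 genes were higher in Tim-4-CD4- macrophages than in monocytes and higher in Tim-4+CD4+ than in Tim-4-CD4- macrophages at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. Between the Tim-4-CD4- and the Tim-4-CD4+ subsets, 3 of the 4 passed, with log2 fold changes of 1.58 for *Lrrc4c*, 2.20 for *H2-M2*, and 1.08 for *Ocstamp*, while *Dtx3* did not (0.55, standard error 0.17, adjusted p = 0.051 from edgeR). *Dtx3* passed with DESeq2, with a mean of at least 1 CPM required, with a block for the replicate numbers of the sample descriptions, with only the 2 populations fitted, and in 4 of the 15 fits that each left out 1 library, and its adjusted p-value from edgeR or DESeq2 ran from 0.006 to 0.16 over all alternatives. Adjusted over the list alone, all 4 passed, but the study chose this list on these libraries, so that count is not independent evidence. From Tim-4-CD4+ to Tim-4+CD4+ macrophages, only *H2-M2* passed (log2 fold change 2.24, standard error 0.24, adjusted p = 1.9e-05 from edgeR's quasi-likelihood test). *Ocstamp* also passed there with DESeq2 and without Tim-4+CD4+ replicate 3. Adjusted over the list alone, all 4 genes passed in this comparison too, a count that is likewise not independent evidence.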

Of crucial relevance to better understand the heterogeneity between the three subsets of novel macrophages were the small clusters of genes that were distinctly regulated between each subset. These included cluster IX, consisting of genes up-regulated in both Tim4^–^ (CD4^+^ and CD4^–^) macrophage populations that included genes associated with cytokine production and phagocytosis such as *Stat4*, *Slamf7*, and *Traf1* (Fig. 1 H), and cluster VIII, consisting of genes more highly expressed in Tim4^–^CD4^–^ macrophages that included the canonical alternative activation factor *Retnla* (encoding for Relm-α; Loke et al., 2002) as well as the TGFβ-responsive transcription repressor *Id3* (Fig. 1 I; Nakatsukasa et al., 2015).

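Fig. 1 H lists 7 genes for cluster IX and Fig. 1 I lists 4 genes for cluster VIII, and all were tested. All 7 cluster IX genes were higher in Tim-4-CD4- than in Tim-4+CD4+ macrophages at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, and 5 of the 7 were higher in Tim-4-CD4+ than in Tim-4+CD4+ macrophages. *Emp1* and *Spp1* did not pass in the latter comparison (adjusted p = 0.068 and adjusted p = 0.11 from edgeR). Both passed with DESeq2, *Emp1* also with only the 2 populations fitted and without any of the 3 monocyte libraries in turn, and *Spp1* also without Tim-4+CD4+ replicate 1. Adjusted over the list alone, all 7 passed both comparisons, although the study chose the list on these libraries, so that this count is not independent evidence. *Stat4* (ENSMUSG00000062939.11, chromosome 1, 51987148 to 52107189) was at 12.6 ± 1.74, 7.36 ± 2.06, and 2.18 ± 0.421 CPM (SD, n = 4 each) in the Tim-4-CD4-, the Tim-4-CD4+, and the Tim-4+CD4+ subsets, compared with 5.89 ± 0.833 CPM (SD, n = 3) in monocytes. *Slamf7* (ENSMUSG00000038179.13, chromosome 1, 171632403 to 171653035) was at 101 ± 15.3, 48.9 ± 5.02, and 23.2 ± 5.89 CPM (SD, n = 4 each) in the same order, compared with 24 ± 5.10 CPM (SD, n = 3) in monocytes. *Traf1* (ENSMUSG00000026875.14, chromosome 2, 34941750 to 34961772) was at 20.2 ± 2.39, 6.93 ± 1.30, and 3.54 ± 0.707 CPM (SD, n = 4 each), compared with 4.06 ± 0.567 CPM (SD, n = 3) in monocytes. Only 3 of the 7 cluster IX genes were higher in both Tim-4- subsets than in both Tim-4+CD4+ macrophages and monocytes, since 4 genes did not differ between Tim-4-CD4+ macrophages and monocytes. For 6 of the 7 genes, Tim-4-CD4- macrophages were also higher than Tim-4-CD4+ macrophages. One of these 6 calls, *AI504432* (log2 fold change -0.55, standard error 0.17, adjusted p = 0.049 from edgeR), was lost in 12 of the 15 fits that each left out 1 library.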

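All 4 cluster VIII genes were higher in Tim-4-CD4- macrophages than in each other population at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. *Retnla* (ENSMUSG00000061100.3, chromosome 16, 48842551 to 48844461) was at 13.2 ± 4.06 CPM (SD, n = 4) in Tim-4-CD4-, 0.25 ± 0.108 CPM (SD, n = 4) in Tim-4-CD4+, and 1.41 ± 0.760 CPM (SD, n = 4) in Tim-4+CD4+ macrophages, and at no counts in any monocyte library. Its level in Tim-4-CD4- macrophages was at least 374-fold higher than in monocytes, and its paralogs make its count uncertain. *Id3* (ENSMUSG00000007872.3, chromosome 4, 136143497 to 136145755) was at 24.6 ± 5.63 CPM (SD, n = 4) in Tim-4-CD4-, 7.90 ± 2.42 CPM (SD, n = 4) in Tim-4-CD4+, 5.89 ± 0.865 CPM (SD, n = 4) in Tim-4+CD4+ macrophages, and 2.90 ± 0.274 CPM (SD, n = 3) in monocytes. Its log2 fold change from Tim-4-CD4- to Tim-4-CD4+ macrophages was -1.64 (standard error 0.20, adjusted p = 4e-05 from edgeR's quasi-likelihood test). *Tnfsf9* and *Clec4b1* had log2 fold changes of -1.86 and -1.35 in the same comparison.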

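All 40 genes that Fig. 1 J lists for cluster XII, among them *Timd4*, *Fcna*, *Cd209f*, *Cd209g*, *Edil3*, and *Gpr137b*, were tested. Each was higher in Tim-4+CD4+ macrophages than in each of the 3 other populations at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, both over all genes tested and adjusted over the list alone. The list was chosen by the study on these same libraries, so that neither count is independent evidence. The log2 fold change between the Tim-4+CD4+ and the Tim-4-CD4+ subsets ran from 0.62 for *Gpr137b* (standard error 0.10, adjusted p = 0.0014 from edgeR) to 7.81 for *Timd4*, with a median of 2.42. Compared with Tim-4-CD4- macrophages, the median was 3.46. For 37 of the 40 genes, Tim-4+CD4+ macrophages were at least 2-fold higher than each other population. All 40 genes had no overlap between the 4 Tim-4+CD4+ and the 4 Tim-4-CD4+ libraries, where chance gives 1.43% of genes in this direction. Between the Tim-4-CD4+ and the Tim-4-CD4- subsets, 21 of the 40 genes were also higher in Tim-4-CD4+ (25 adjusted over the list alone). Over all genes tested, 279 were higher in Tim-4+CD4+ macrophages than in each other population, 239 of them outside the list. Of the 279, 159 were at least 2-fold higher than each other population. In 10 sets of counts simulated with no difference between the subsets, 0 genes were called higher in Tim-4+CD4+ macrophages than in each other population. The 40 genes passed in each of the 15 fits that left out 1 library.

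**Figure D3:**
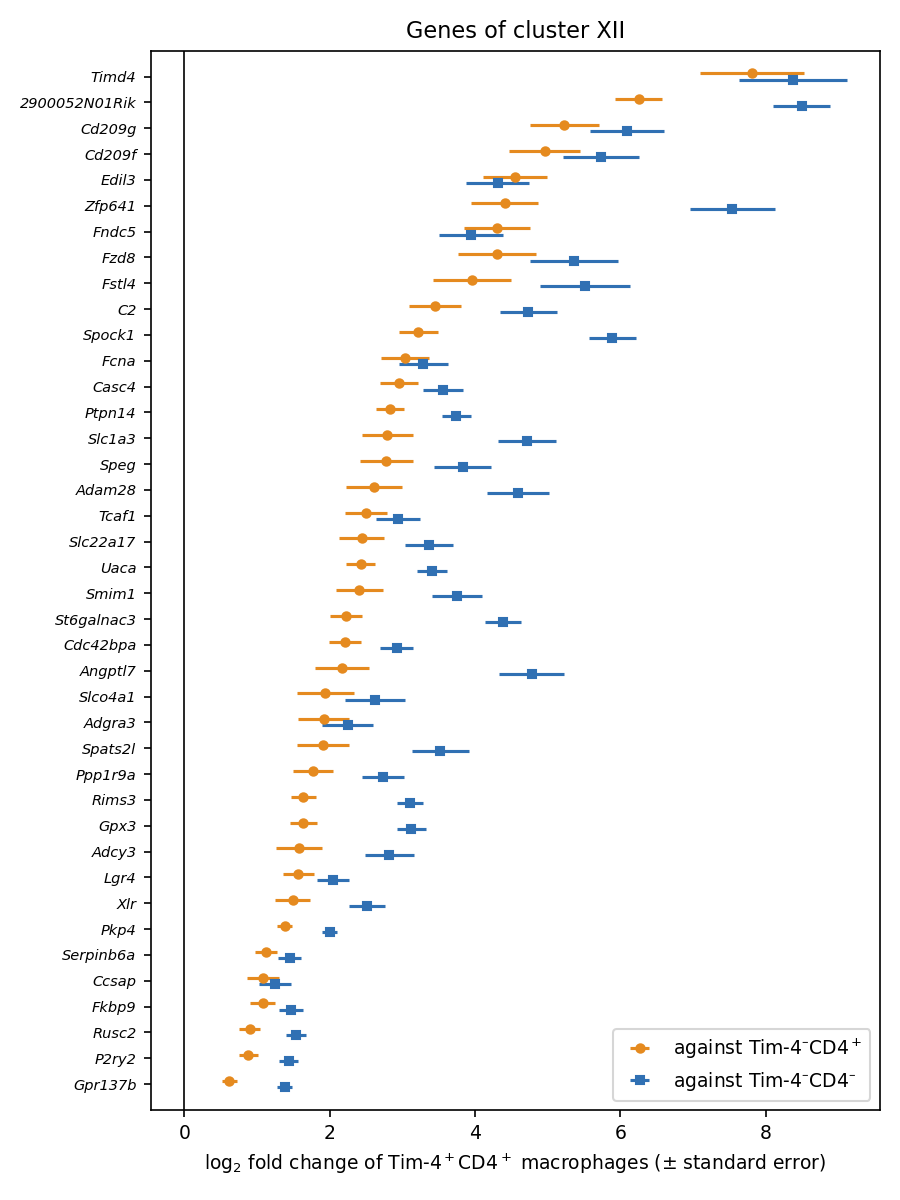
Log2 fold change of Tim-4+CD4+ macrophages against Tim-4-CD4+ (circles) and Tim-4-CD4- (squares) macrophages for the 40 genes of cluster XII, with bars for the standard error. All points lie above 0, from 0.62 for *Gpr137b* to 7.81 for *Timd4* against Tim-4-CD4+ macrophages.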

Most importantly, supporting the existence of unappreciated ontogenetically distinct macrophage subsets in the mouse gut were the 40 genes forming cluster XII that were highly up-regulated by Tim4^+^CD4^+^ macrophages (Fig. 1 J). This cluster was enriched for genes defined as signature genes for tissue-resident macrophages aligned from multiple tissues and included *Fcna*, *P2ry2*, *Adcy3*, *Fkbp9*, and *Ppp1r9a* (Fig. 1 J, blue highlight; Gautier et al., 2012). This strongly supported the possibility that as in other tissues (Rosas et al., 2014; Bain et al., 2016; Scott et al., 2016), these Tim-4^+^ cells are long-lived resident macrophages. Additionally, contained within this cluster were 4 out of 10 core signature genes including *Timd4*, previously identified as distinguishing long-lived embryonically derived Kupffer cells from recently BM-derived Kupffer cells, namely *Xlr*, *Cd209f*, and *C2* (Fig. 1 J, red highlight; Scott et al., 2016).

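*Fcna* (ENSMUSG00000026938.10, chromosome 2, 25624666 to 25628030) was at 22.6 ± 6.75 CPM (SD, n = 4) in Tim-4+CD4+ macrophages, 2.76 ± 1.07 CPM (SD, n = 4) in Tim-4-CD4+, and 2.30 ± 0.745 CPM (SD, n = 4) in Tim-4-CD4- macrophages, a log2 fold change of 3.04 between Tim-4+CD4+ and Tim-4-CD4+ (standard error 0.33, adjusted p = 2.7e-05 from edgeR's quasi-likelihood test). *P2ry2* (ENSMUSG00000032860.5, chromosome 7, 100996568 to 101012866) was at 10.7 ± 1.34, 5.81 ± 0.624, and 3.94 ± 0.220 CPM (SD, n = 4 each) in the Tim-4+CD4+, the Tim-4-CD4+, and the Tim-4-CD4- subsets. *Adcy3* (ENSMUSG00000020654.15, chromosome 12, 4133103 to 4213525) was at 6.77 ± 1.13, 2.27 ± 0.741, and 0.960 ± 0.0952 CPM (SD, n = 4 each). *Fkbp9* (ENSMUSG00000029781.7, chromosome 6, 56832059 to 56879358) was at 17.2 ± 2.26, 8.15 ± 1.38, and 6.23 ± 0.614 CPM (SD, n = 4 each). *Ppp1r9a* (ENSMUSG00000032827.15, chromosome 6, 4902917 to 5165661) was at 40.5 ± 10.4, 11.9 ± 3.91, and 6.13 ± 2.20 CPM (SD, n = 4 each). The log2 fold changes between the Tim-4+CD4+ and the Tim-4-CD4+ subsets were 0.88 for *P2ry2*, 1.58 for *Adcy3*, 1.08 for *Fkbp9*, and 1.77 for *Ppp1r9a*, with adjusted p-values of 0.0072 or less from edgeR's quasi-likelihood test.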

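*Xlr* (ENSMUSG00000054626.11) lies on chromosome X from 53777118 to 53797706. It was at 33.2 ± 2.89 CPM (SD, n = 4) in Tim-4+CD4+, 11.9 ± 1.73 CPM (SD, n = 4) in Tim-4-CD4+, and 5.84 ± 1.63 CPM (SD, n = 4) in Tim-4-CD4- macrophages, a log2 fold change of 1.49 between Tim-4+CD4+ and Tim-4-CD4+ (standard error 0.24, adjusted p = 0.0012 from edgeR's quasi-likelihood test). *Cd209f* (ENSMUSG00000051906.15, chromosome 8, 4102787 to 4105835) was at 11.5 ± 2.63 CPM (SD, n = 4) in Tim-4+CD4+, 0.382 ± 0.341 CPM (SD, n = 4) in Tim-4-CD4+, and 0.220 ± 0.108 CPM (SD, n = 4) in Tim-4-CD4- macrophages, a log2 fold change of 4.96 between Tim-4+CD4+ and Tim-4-CD4+ (standard error 0.49, adjusted p = 1.1e-05 from edgeR) that was 5.77 without Tim-4-CD4+ replicate 1. *C2* (ENSMUSG00000024371.14, chromosome 17, 34862604 to 34898265) was at 38.8 ± 11.9 CPM (SD, n = 4) in Tim-4+CD4+, 3.58 ± 1.29 CPM (SD, n = 4) in Tim-4-CD4+, and 1.49 ± 0.885 CPM (SD, n = 4) in Tim-4-CD4- macrophages, a log2 fold change of 3.45 between Tim-4+CD4+ and Tim-4-CD4+ (standard error 0.36, adjusted p = 1.7e-05 from edgeR). The counts of *Xlr* and *Cd209f* are uncertain because both have similar paralogs, and that of *C2* because its locus overlaps *Gm20547*.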

Collectively, these analyses demonstrate that in the small intestine, distinct populations of macrophages can be identified based on expression of Tim-4 and CD4, with CD4^+^ cells implicated as more mature than CD4^–^. 

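A list of 15 genes of blood monocytes, among them *Ly6c2*, *Ccr2*, *Plac8*, and *Vcan*, was tested with camera, a competitive gene set test of limma, at its preset correlation between genes of 0.01, and its 3 comparisons were adjusted with the Benjamini-Hochberg method over 18 tests of 6 lists. The list was lower in Tim-4-CD4+ than in Tim-4-CD4- macrophages (median log2 fold change -0.82, 12 of 15 genes lower, adjusted p = 0.00086 from limma's camera) and lower in Tim-4+CD4+ than in Tim-4-CD4- macrophages (-1.24, 13 of 15 genes lower, adjusted p = 0.00027 from limma's camera). Both calls held with fry, with adjusted p-values of 0.01 and 0.00024, and neither held with a correlation estimated from the data, with adjusted p-values of 0.24 and 0.21. Between the Tim-4+CD4+ and the Tim-4-CD4+ subsets, the median was -0.37 (11 of 15 genes lower, adjusted p = 0.026 from limma's camera and 0.098 from fry). The means of the list in Tim-4-CD4+ and Tim-4-CD4- libraries overlapped (exact permutation test, two-sided p = 0.086), while those of Tim-4+CD4+ libraries lay below those of each other subset (exact permutation test, two-sided p = 0.029 in both comparisons), by a test chosen after the results were seen. Putting the genes of the list with 3 or fewer counts in every library of a subset at their bound left the medians at -0.82, -1.24, and -0.37. Without Tim-4-CD4+ replicate 1, the last median was 0.07, and the median between the Tim-4-CD4+ and the Tim-4-CD4- subsets was -0.51 without Tim-4-CD4+ replicate 2. The paper, which did not test this list, draws its analyses of the subsets together to identify distinct macrophage populations by Tim-4 and CD4, with CD4+ cells implicated as the more mature.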

Notably, Tim-4^+^CD4^+^ macrophages were enriched for transcripts associated with resident or embryonically derived macrophages in other tissues and thus could be a previously unidentified resident gut macrophage population that can be maintained independently of adult blood monocytes.

### Tim-4^+^ macrophages dominate in the neonatal small intestine, whereas Tim-4^–^ subsets are dependent on subsequent CCR2-dependent monocyte recruitment

We hypothesized that if the Tim-4^+^CD4^+^ macrophage population contains embryonically derived or locally maintained cells, and the Tim-4^–^ macrophages turn over from adult blood monocytes, then Tim-4^+^ and Tim-4^–^ subsets would exhibit distinct developmental kinetics from birth into adult life.

To this end, we analyzed the frequencies (Fig. 2 A) and absolute numbers (Fig. 2 B) of P3/P4 macrophages based on Tim-4 and CD4 expression from 1 wk after birth up to 6 mo old. Although total cell numbers were low relative to adulthood at the 1-wk time point (Fig. 2 B), Tim-4^+^CD4^+^ macrophages were the dominant cell population by frequency (Fig. 2 A), implicating a perinatal origin for at least some of this locally maintained population. This overall pattern was maintained at 4 wk of age, although by this time, Tim-4^+^CD4^+^ macrophages had expanded in absolute number in the tissue to adult numbers (Fig. 2 B). By 9 wk, all populations were approximately equally represented within the tissue, and this was associated with an increase in absolute numbers of both the Tim-4^–^CD4^+^ and CD4^–^ populations. Such temporal differences in expansion of the Tim-4^+^ (early) and Tim-4^–^ (late) subsets suggest different ontogenies, with Tim-4^+^ cells arriving early in life and Tim-4^–^ populations dependent on subsequent adult monocyte recruitment. The origin of the perinatal Tim-4^+^CD4^+^ macrophages could be fetal liver or early BM monocyte influx (<1 wk), but it is unlikely to be of yolk sac origin based on a previous study (Bain et al., 2014).

**Figure 2.**
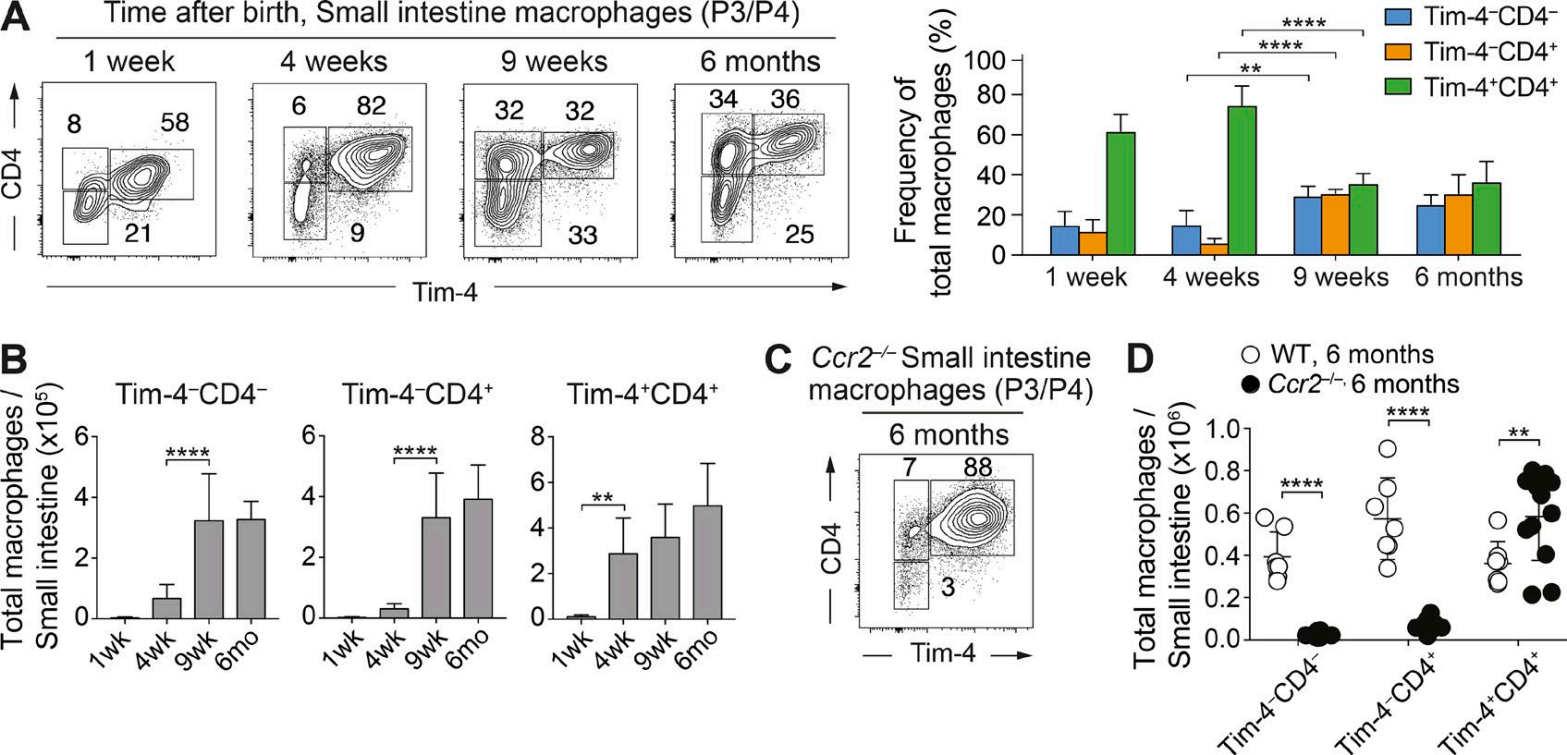
**Tim-4^+^CD4^+^ macrophages are present perinatally and are maintained in adulthood, whereas Tim-4^–^CD4^–^ and CD4^+^ macrophages are critically dependent on CCR2-mediated recruitment of monocytes. (A)** Representative flow cytometry plots (left) and frequencies (right) showing expression of Tim-4 and CD4 on live Lin^–^CD45^+^CD11b^+^CD11c^low/int^Ly6C^–^CD64^+^ P3/P4 macrophages in the small intestine of C57BL/6 WT mice at indicated ages. Data are representative of at least two independent experiments. *n* = 5–8 per group. Statistical comparisons between weeks 4 and 9 are shown. **(B)** Total number of small intestinal Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophages by age in C57BL/6 WT mice. Data are pooled from at least two independent experiments. *n* = 5–8 per group. Error bars show means ± SD. At 1 wk of age, intestines from two mice were pooled per sample. Statistical comparisons between weeks 1 and 4 and weeks 4 and 9 are shown. **(C)** Representative flow cytometry plots showing expression of Tim-4 and CD4 on P3/P4 macrophages in the small intestine of *Ccr2*^−/−^ mice at 6 mo of age. Data are representative of at least three independent experiments. Numbers in flow cytometry plots denote the percentages of cells within the gate. **(D)** Total number of Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophage subsets of *Ccr2*^−/−^ and C57BL/6 WT mice at 6 mo of age. Data are pooled from at least three independent experiments. *n* = 7–12 per group; results for individual animals are shown as dots. Statistical comparisons were performed with one-way ANOVA with Bonferroni’s multiple comparison test (A and B) or with two-way Student’s *t* test with Welch’s correction (D): **, P ≤ 0.01; ****, P ≤ 0.0001.

To probe these apparently distinct ontogenies further, we investigated Tim-4^+^ and Tim-4^–^ macrophage development in *Ccr2*^−/−^ animals (Boring et al., 1997). These animals have reduced circulating Ly6C^hi^ monocytes because of their defective exit from the BM, leading to a deficiency in monocyte-derived cell populations throughout the animal (Serbina and Pamer, 2006). In *Ccr2*^−/−^ animals, the Tim-4^+^CD4^+^ subset dominated the small intestinal macrophage compartment over the lifespan, whereas both Tim-4^–^ populations were sparsely represented (not depicted) even up to 6 mo of age when Tim4^–^ cells were abundant by frequency (Fig. 2 C) and cell number (Fig. 2 D). Thus, Tim-4^+^ and Tim-4^–^ macrophages have different requirements for CCR2, consistent with these two subsets having alternate ontogeny.

### Tim-4 and CD4 delineate macrophage populations with distinct dependence on blood precursors

Our results thus far point to Tim-4^+^ and Tim-4^–^ macrophages having different requirements for adult monocyte replenishment. To more comprehensively explore the ontogenetic relationships of small intestinal macrophages, we used a gut-shielded BM chimera approach. BM chimeras were generated by a process in which WT CD45.2 mice were irradiated with their abdomen shielded from irradiation (Fig. 3 A). Animals were then reconstituted with congenic (CD45.1^+^) WT BM. Shield irradiation aimed to limit confounding effects of irradiating monocyte/macrophage populations in the gut and prevent development of a local inflammatory response. At 7 wk after irradiation, frequencies and numbers of all macrophage subsets in chimeric animals were similar to nonirradiated controls, indicating that shielding had prevented sustained perturbation of the tissue in these animals (Fig. S2 A).

**Figure 3.**
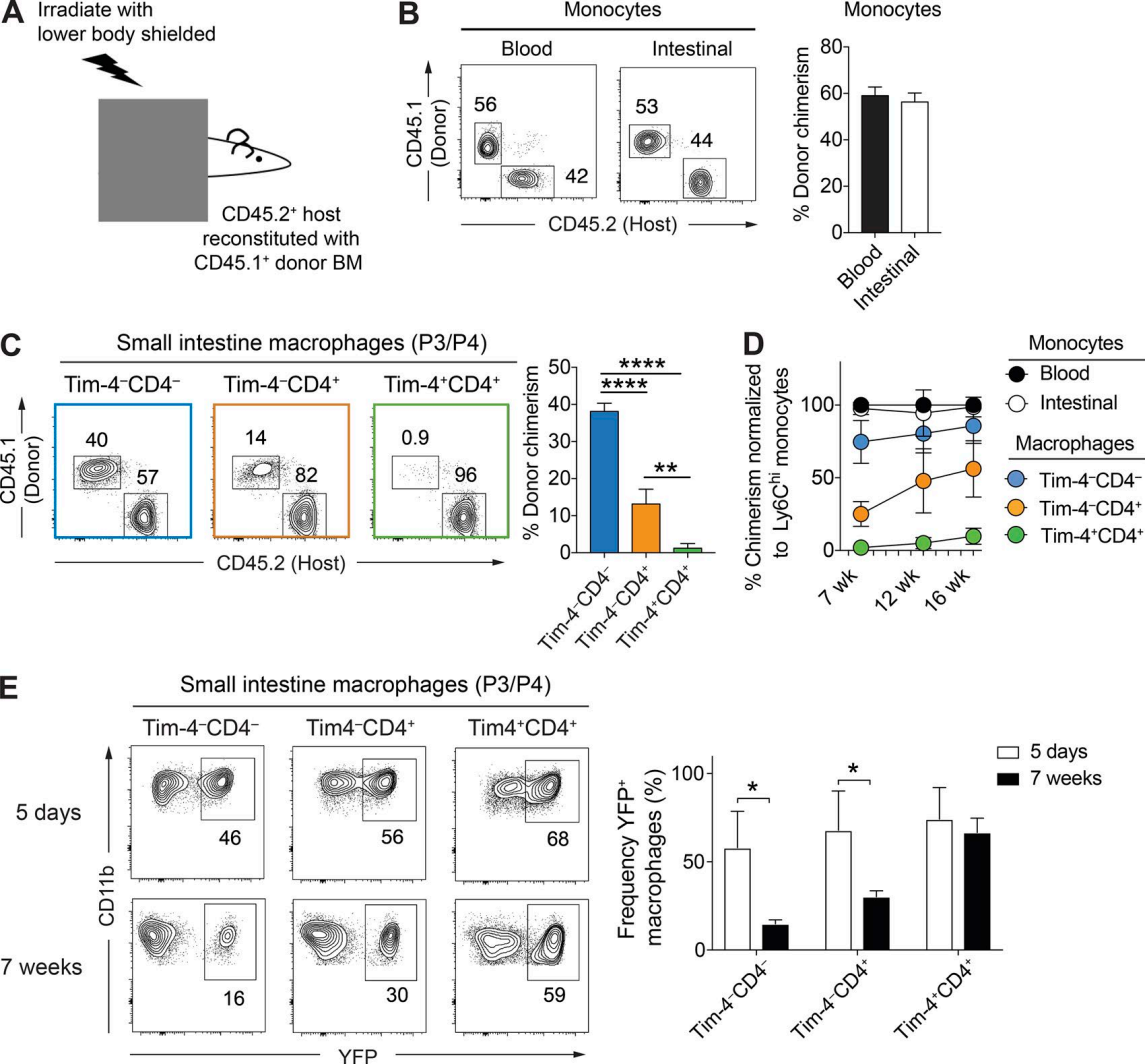
**Tim-4^+^CD4^+^ macrophages are infrequently replenished from blood monocytes, whereas Tim-4^–^ subsets are replenished at high and low rates. (A)** Schematic of gut-shielded chimera protocol to determine the contribution of blood monocytes to intestinal monocyte/macrophage subsets. C57BL/6 WT hosts aged 6–8 wk old were anaesthetized and positioned beneath a lead sheet shielding the lower two thirds of the body, including the intestine, from irradiation. Mice were reconstituted with donor BM cells from congenic CD45.1^+^ WT donor animals. **(B)** Left: Representative flow cytometry plots showing the frequency of CD45.1^+^ donor-derived cells within Ly6C^hi^ monocytes of the peripheral blood and small intestine of shielded chimeric mice 7 wk after irradiation. Right: Frequency of CD45.1^+^ donor-derived cells within the Ly6C^hi^ monocytes of the peripheral blood and small intestine of shielded chimeric mice 7 wk after irradiation. Data are representative of at least two independent experiments. *n* = 6 per group. **(C)** Left: Representative flow cytometry plots showing the frequency of CD45.1^+^ donor-derived cells within the Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophage subsets of the small intestine of shielded chimeric mice 7 wk after irradiation. Right: Frequency of CD45.1^+^ donor-derived cells within the Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophage subsets of the small intestine of shielded chimeric mice 7 wk after irradiation. Data are representative of at least two independent experiments. *n* = 6 per group. **(D)** At 7, 12, and 16 wk after irradiation, the frequency of donor-derived cells was determined in the intestinal Ly6C^hi^ monocyte and macrophage subpopulations of the small intestine by flow cytometry and normalized to the chimerism of Ly6C^hi^ blood monocytes. Data are pooled from at least two independent experiments above. *n* = 6 per group. **(E)** Left: Representative flow cytometry plots showing the frequency of YFP-expressing cells within the Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophage subsets of the small intestine of*Cx3cr1^CreER^* X *R26-yfp* mice 5 d and 7 wk after tamoxifen treatment. Right: Frequency of YFP-expressing cells within the Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophage subsets of the small intestine of *Cx3cr1^CreER^* X *R26-yfp* mice 5 d and 7 wk after tamoxifen treatment. Numbers in flow cytometry plots denote the percentages of cells within the gate. Data are pooled from two independent experiments. *n* = 4–5 per group. Error bars show means ± SD. Statistical comparisons were performed with one-way ANOVA with Bonferroni’s multiple comparison test (C) or with two-way Student’s *t* test with Welch’s correction (E): *, P ≤ 0.05; **, P ≤ 0.01; ****, P ≤ 0.0001. See also Fig. S2.

As expected, chimerism of small intestinal Ly6C^hi^ monocytes was similar to blood Ly6C^hi^ monocytes by 7 wk after irradiation (Fig. 3 B). Strikingly, the degree of chimerism varied between the three novel macrophage populations (Fig. 3 C). Tim-4^–^CD4^–^ cells had the highest chimerism, implying that these cells were rapidly replenished from blood precursors. Contrasting this, Tim-4^–^CD4^+^ macrophages had much lower chimerism (<50% that of Tim-4^–^CD4^–^ macrophages), suggesting that this population was turned over much more slowly from blood monocytes. Of note, Tim-4^+^CD4^+^ macrophages had a chimerism of <1%, indicating that these macrophages were locally maintained.

To understand the temporal dynamics of this replenishment, we investigated the chimerism at later time points. Over time, the Tim-4^–^CD4^–^ and Tim-4^–^CD4^+^ macrophages continued to incorporate cells from the donor, although at different rates, with Tim-4^–^CD4^–^ cells having almost equivalent ratios of donor populations to blood monocytes as early as 12 wk (Fig. 3 D), whereas even at 16 wk, the Tim-4^–^CD4^+^ population had only achieved ∼50% of their potential chimerism (Fig. 3 D). Most importantly, in the Tim-4^+^CD4^+^ population, although donor cells were increased, they still constituted <5% of this macrophage subset in the small intestine (Fig. 3 D), further supporting their local maintenance and rare replenishment from blood monocytes.

As an alternative way of exploring the replenishment of resident gut macrophages, we generated reporter animals by crossing *Cx3cr1^CreER^* mice (Yona et al., 2013) to *R26-yfp* mice (Srinivas et al., 2001). In these animals, administration of tamoxifen allows translocation of the cre enzyme into the nucleus and irreversibly induces YFP expression by CX3CR1^+^ cells, strongly labeling CX3CR1^+^ gut macrophages (Yona et al., 2013). Adult animals 8–9 wk of age were given tamoxifen orally for five consecutive days to ensure robust and irreversible induction of YFP (Fig. S2 B). Animals were left for 5 d or 7 wk after the final tamoxifen dose to assess gut macrophage replenishment by blood monocytes. Any cells developing from blood monocytes after withdrawal of tamoxifen will express the cre enzyme latently in the cytoplasm such that they remain YFP^–^. Agreeing with published data (Yona et al., 2013), in this setting, Ly6C^low^ blood monocytes expressed YFP 5 d after the final tamoxifen dose before being replaced by YFP^–^ monocytes at 7 wk (Fig. S2, C and D), whereas CX3CR1^+^ microglia, which do not undergo replenishment by blood monocytes, maintained a high level of YFP expression at 7 wk (Fig. S2, C and D). In the gut of these animals correlating with data from the gut shield BM chimeras, replacement of Tim-4^–^CD4^–^ macrophages was higher than in Tim-4^–^CD4^+^ population, whereas there was extremely limited replacement of Tim-4^+^CD4^+^ cells from YFP^–^ monocytes (Fig. 3 E).

Together, using two independent strategies to investigate ontogeny, these results establish that phenotypically distinct populations of macrophages in the gut have dramatically different turnover from circulating monocytes in the adult animal. Either because of their longevity or self-renewal, Tim-4 marks a previously unappreciated locally maintained population of resident gut macrophages present in the small intestine.

### Locally maintained Tim-4^+^CD4^+^ macrophages are present in commensal-rich areas of the gut and are regulated by live microbiota

Although the concept of rapid continuous monocyte replenishment of resident macrophages has been applied to all gut macrophages, the vast majority of studies have focused on the colon, where this replenishment has been attributed to the high commensal burden (Bain et al., 2014; Ginhoux and Jung, 2014; Ginhoux and Guilliams, 2016). The small intestine, however, is relatively devoid of commensal flora caused in part by stomach acid, bile, and pancreatic secretions (O’Hara and Shanahan, 2006). After our identification of a long-lived Tim-4^+^CD4^+^ macrophage in the small intestine present from birth, we sought to understand whether development of this population was impaired in a commensal-rich region of the gut, where one would predict that monocyte-replenished populations would be favored.

To this end, we began by investigating development of macrophages over early life into adulthood in the colon. Early after birth (1 wk), as observed in the small intestine (Fig. 2 A), Tim-4^+^CD4^+^ macrophages dominated (Fig. 4 A). At 4 wk after birth, unlike in the small intestine, Tim-4^–^ macrophage populations in the colon were already expanded to adult levels (Fig. 4, A and B). This correlated with the previously reported influx of monocyte-derived macrophages that replaced embryonically derived cells (Bain et al., 2014). Unexpectedly, however, the Tim-4^–^ monocyte-derived populations did not replace the Tim-4^+^CD4^+^ macrophages with time as Tim-4^+^CD4^+^ macrophages persisted even in 6-mo-old animals (Fig. 4, A and B), suggesting that even in the colon, the Tim-4^+^CD4^+^ macrophage population is dominant and long lived. As observed in the small intestine, macrophages with a Tim-4^–^ phenotype were critically dependent on expression of CCR2 as these populations were almost entirely absent in 6-mo-old *Ccr2*^−/−^ animals, whereas Tim-4^+^CD4^+^ macrophages predominated (Fig. 4, C and D).

**Figure 4.**
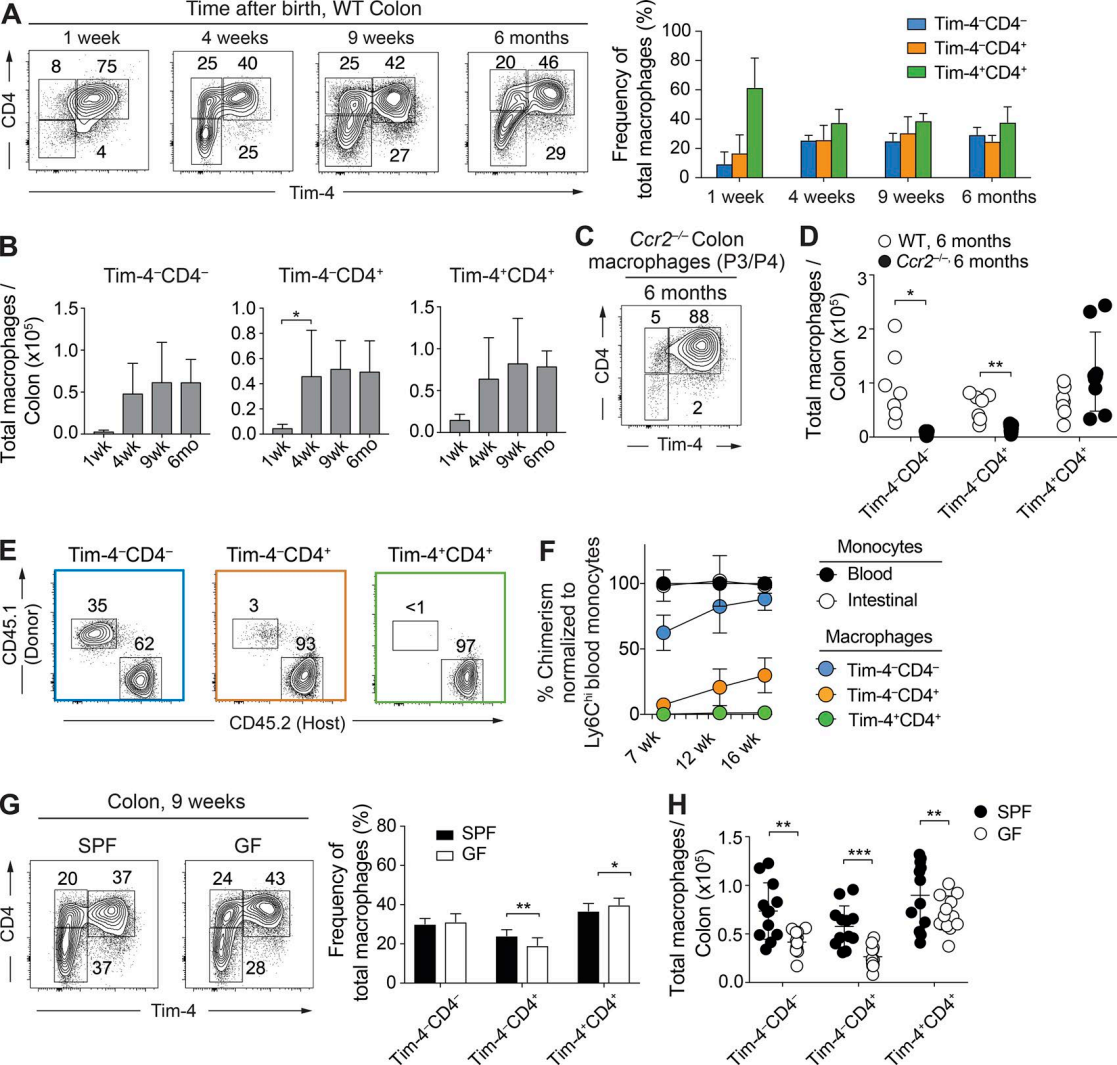
**Locally maintained Tim-4^+^CD4^+^ macrophages persist in commensal-rich areas of the gut and are regulated by a live microbiota. (A)** Representative flow cytometry plots (left) and frequency graph (right) showing expression of Tim-4 and CD4 on live Lin^–^CD45^+^CD11b^+^CD11c^low/int^Ly6C^–^CD64^+^ P3/P4 macrophages in the colon of C57BL/6 WT mice at the indicated ages. Data are representative of at least two independent experiments. *n* = 5–8 per group. **(B)** Total number of Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophage subsets by age in the colon of C57BL/6 WT mice. Data are pooled from at least two independent experiments. *n* = 5–8 per group. At 1 wk of age, intestines from two mice were pooled per sample. **(C)** Representative flow cytometry plots showing expression of Tim-4 and CD4 on P3/P4 macrophages in colon of *Ccr2*^−/−^ mice at 6 mo of age. Data are representative of at least three independent experiments. **(D)** Total number of Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophage subsets of *Ccr2*^−/−^ and C57BL/6 WT mice at 6 mo of age. Data are pooled from at least three independent experiments. *n* = 5–9 per group; results for individual animals are shown as dots. **(E)** Representative flow cytometric plots showing the frequency of CD45.1^+^ donor-derived cells within the Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophage subsets of the colon of shielded chimeric mice generated as described in Fig. 3 A 7 wk after irradiation (left). Frequency of CD45.1^+^ donor-derived cells within the Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophage subsets of the small colon of shielded chimeric mice 7 wk after irradiation (right). Data are representative of at least two independent experiments. *n* = 5 per group. **(F)** At 7, 12, and 16 wk after irradiation, the frequency of donor-derived cells was determined in the intestinal Ly6C^hi^ monocyte and macrophage subpopulations of the colon by flow cytometry and normalized to the chimerism of Ly6C^hi^ blood monocytes. Data generated as described in Fig. 3 A are pooled from at least two independent experiments. *n* = 5–6 per group. **(G)** Left: Representative flow cytometry plots showing expression of Tim-4 and CD4 on P3/P4 macrophages in the colon of SPF and GF WT C57BL/6 mice at 9 wk of age. Right: Frequency of Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophage subsets in the colon of 9-wk-old SPF and GF mice. Numbers in flow cytometry plots denote the percentages of cells within the gate. Data are pooled from four independent experiments. *n* = 12 per group. **(H)** Total number of Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophages in the colon of SPF and GF mice at 9 wk of age. Data are pooled from four independent experiments. *n* = 12 per group; results for individual animals are shown as dots. Error bars show means ± SD. Statistical comparisons were performed with one-way ANOVA with Bonferroni’s multiple comparison test (B) or with two-way Student’s *t* test with Welch’s correction (D, G, and H): *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001. See also Fig. S3.

Using the gut shield chimera approach, we once again looked at replenishment from BM monocytes in adult animals (Fig. 4 E). At 7 wk after irradiation, frequencies and numbers of all macrophage subsets in chimeric animals were indistinguishable from nonirradiated controls (Fig. S3 A). Importantly, between 7–16 wk after irradiation, Tim-4^+^CD4^+^ macrophages were not replenished from circulating precursors (Fig. 4 F), demonstrating that in the colon, this population is locally maintained. Tim-4^–^ macrophages were replenished from circulating precursors, but Tim-4^–^CD4^+^ macrophages achieved only 30% of their potential replenishment by 16 wk (Fig. 4 F), again supporting the fact that this population is replenished slowly from monocytes, whereas the Tim-4^–^CD4^–^ population is the only rapidly replenished population. Interestingly, differences in rates of monocyte replenishment were evident between the small intestine and colon (Fig. S3 B). Of particular note, Tim-4^–^CD4^+^ macrophages were replenished substantially more slowly from monocytes in the colon than in the small intestine (Fig. S3 B). Distinct tissue architecture (Mowat and Agace, 2014), exposure to specific bacteria or dietary-derived factors, and precise localization of the macrophage subsets between the colon and small intestine could all potentially underlie these variations in monocyte replenishment. These factors could similarly underlie the observed differences between colon and small intestine macrophage subset development early after birth.

Combined, these data demonstrate that even in the commensal-rich colon, Tim-4 delineates a population of previously unappreciated resident macrophages maintained independently of blood monocytes. Moreover, a substantial proportion of the monocyte-derived macrophages turn over at a slow, rather than rapid, rate from blood monocytes.

Based on our new understanding of macrophage development in the colon, we finally investigated the impact of commensals on both monocyte-derived and tissue-resident macrophage populations. In tissues including the skin (Tamoutounour et al., 2013) and peritoneal cavity (Kim et al., 2016), commensals selectively support monocyte-replenished macrophage populations. Corroborating published data (Rivollier et al., 2012; Bain et al., 2014), total monocytes and macrophages in the colon were decreased in adult germ-free (GF) animals (9 wk) when compared with specific pathogen–free (SPF) controls maintained in the same facility (Fig. S3 C). Unexpectedly, upon analysis of the new macrophage subsets, there were no striking alterations in the frequency of Tim-4^–^ monocyte–replenished (Tim-4^–^CD4^+^ and CD4^–^) populations compared with resident Tim-4^+^ macrophage subsets in GF intestine (Fig. 4 G). In line with this finding, absolute numbers were decreased in all populations of gut macrophages irrespective of their ontogeny (Fig. 4 H). Thus, a live commensal microbiome plays an important role in regulating the total number of macrophages in the colon irrespective of whether they are locally maintained or monocyte-replenished subsets.

Overall, our study presents a major extension to our understanding of resident gut macrophage replenishment in the mouse small intestine and colon to include both short-lived monocyte-dependent and long-lived monocyte-independent macrophage subsets. Previous studies using strategies including transgenic reporter animals, parabiosis, and monocyte transfer concluded that gut macrophages are BM monocyte derived (Jung et al., 2000; Bogunovic et al., 2009; Varol et al., 2009; Tamoutounour et al., 2012; Zigmond et al., 2012; Bain et al., 2013, 2014; Sheng et al., 2015). Our refined model does not disagree with these studies as we also find that >60% of the macrophages are BM monocyte derived, albeit ∼30% at a much slower rate than was previously suggested (Jaensson et al., 2008). One likely explanation for the locally maintained population being previously overlooked in these studies is an inability to discriminate this population without phenotypic markers from the high monocyte turnover population. Another factor that is interesting to speculate could have additionally confounded the identification of the long-lived macrophages, particularly using lineage-tracing animals (Sheng et al., 2015), is the perinatal ontogeny of these macrophages. Although it has been reported (Bain et al., 2014) using Ki67 staining that gut macrophages expand locally in the first few weeks after birth, it is possible that BM monocytes could be incorporated into the pool specifically at these early life time points. This has recently been demonstrated for Tim-4^+^ Kupffer cells that, although maintained locally and independent of blood monocytes in the adult, could incorporate monocytes during the rapid perinatal growth period of this organ (Scott et al., 2016). Whether early life expansion of Tim-4^+^CD4^+^ gut macrophages during intestinal development could also be supported by a temporally restricted wave of circulating monocytes entering the tissue will require further detailed experimental analysis.

This revised paradigm of mouse gut macrophage development bears striking similarity to a recent study in duodenal transplant patients (Bujko et al., 2018). In this study, alongside high–monocyte turnover macrophage populations, distinct and dominant subsets of slow-turnover populations were also reported. Irrespective of the precise correlations between mouse and human subsets combined with our data, this demonstrates that across species, the view of the gut as a site of persistent rapid monocyte-to-macrophage transition must be reconsidered.

The significance of a Tim-4–associated module of gene expression on a gut macrophage subset in relation to their activity has not yet been determined. However, given that Tim-4 is an important apoptotic cell uptake receptor (Miyanishi et al., 2007; Kuchroo et al., 2008; Nishi et al., 2014) and that Tim-4^+^ cells also express other gene transcripts associated with this process, e.g., *Edil3* and *P2ry2* (Fig. 1 I), a likely possibility is that they are more specialized in performing efferocytosis. This is concordant with their long tissue residency as recent studies have highlighted the importance of this function by resident macrophage populations (Uderhardt et al., 2012; Cummings et al., 2016; A-Gonzalez et al., 2017) including those in the T cell zone of lymph nodes as well as germinal centers of Peyer’s patches (Bonnardel et al., 2015; Baratin et al., 2017).

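*Edil3* (ENSMUSG00000034488.14), which encodes a secreted protein that can bridge dying cells to phagocytes, lies on chromosome 13 from 88821472 to 89323223 and is among the genes of Fig. 1 J. It was at 7.96 ± 1.41 CPM (SD, n = 4) in Tim-4+CD4+, 0.346 ± 0.0911 CPM (SD, n = 4) in Tim-4-CD4+, and 0.389 ± 0.339 CPM (SD, n = 4) in Tim-4-CD4- macrophages, with a log2 fold change between Tim-4+CD4+ and Tim-4-CD4+ of 4.55 (standard error 0.44, adjusted p = 8.7e-06 from edgeR's quasi-likelihood test). Compared with Tim-4-CD4- macrophages, the log2 fold change of *P2ry2* in Tim-4+CD4+ macrophages was 1.44 (standard error 0.13, adjusted p = 5.1e-07 from edgeR). A list of 32 efferocytosis genes, 30 of which were tested, had a median log2 fold change of 0.12 between the Tim-4+CD4+ and the Tim-4-CD4+ subsets (22 of 30 genes higher, adjusted p = 0.0029 from limma's camera) and of 0.21 between the Tim-4+CD4+ and the Tim-4-CD4- subsets (23 of 30 genes higher, adjusted p = 0.0029 from limma's camera). Without Tim-4+CD4+ replicate 1, the median between the Tim-4+CD4+ and the Tim-4-CD4- subsets was 0.39. Between the Tim-4+CD4+ and the Tim-4-CD4+ subsets, it was 0.03 after a correction for GC content and gene length and -0.02 when that correction also shifted the overall scale of each library, both chosen after seeing the data. Both calls held with fry and neither held with a correlation estimated from the data (adjusted p = 0.09 in both comparisons). The study picked 3 of these genes, *Timd4*, *Edil3*, and *P2ry2*, from the same libraries. With these left out, the other 27 genes had a median log2 fold change of 0.11 between the Tim-4+CD4+ and the Tim-4-CD4+ subsets (19 higher), with a p-value of 0.12 from limma's camera and 0.048 from fry. The mean of these 27 genes was higher in each Tim-4+CD4+ library than in each Tim-4-CD4+ library (exact permutation test, two-sided p = 0.029, the smallest p that 4 libraries against 4 allow).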

Independent of their functional heterogeneity or ontogeny, future studies of gut macrophage activity should be based on this new understanding that locally maintained and slow–monocyte turnover macrophages are abundantly present in the gut. In particular, our findings raise the previously unappreciated possibility of therapeutically manipulating influxing monocytes while keeping a protective tissue-resident population intact in life-limiting disease settings such as inflammatory bowel disease.

## Materials and methods

### Mice

C57BL/6J mice (CD45.2) were purchased from Envigo and housed in individually ventilated cages under SPF conditions. *Ccr2*^−/−^ animals (originally from The Jackson Laboratory; Boring et al., 1997), *Cx3cr1*^+/GFP^ (available from The Jackson Laboratory and provided by S. Jung; Jung et al., 2000), and congenic CD45.1 mice (serially backcrossed from SJL/J onto C57BL/6) were all bred in-house and shared by K. Else, K. Couper, and A. MacDonald (University of Manchester, Manchester, England, UK), respectively, and were backcrossed to a C57BL/6 background for at least 10 generations. *Cx3cr1*^CreER^ mice (from The Jackson Laboratory; Yona et al., 2013) were bred in-house crossed with *R26-yfp* mice (from The Jackson Laboratory; Srinivas et al., 2001) and were backcrossed with C57BL/6J for at least six generations. For GF experiments, all mice including SPF controls were bred in-house and were on a C57BL/6 background. GF C57BL/6 mice (founders from the Clean Mouse Facility, University of Bern, Bern, Switzerland) were bred and maintained in The University of Manchester gnotobiotic facility. SPF controls were also housed and maintained on the same diet and light cycle as GF animals. All experiments were approved by The University of Manchester Local Ethical Review Committee and were performed in accordance with the UK Home Office Animals (Scientific Procedures) Act 1986.

### Generation of shield chimeras

WT CD45.2^+^ host mice aged 6–8 wk were anaesthetized by intraperitoneal administration of ketamine (80 mg/kg; Vetoquinol) and xylazine (8 mg/kg; Bayer). Anaesthetized mice were positioned beneath a lead sheet shielding the lower two thirds of the body, including the intestine, from a split dose of irradiation (2× 5.5 Gy). Mice therefore received partial body irradiation with only the head, thorax, and forelimbs left exposed. After recovery from anesthesia, mice were reconstituted by intravenous injection with 2 × 10^6^ CD90.2^+^ T cell–depleted donor BM cells from congenic CD45.1^+^ WT donor animals. T cells were depleted using CD90.2 microbeads (Miltenyi Biotec). Mice were maintained on 0.03% enrofloxacin in drinking water for up to 1 wk before and for 2 wk after irradiation and then were housed in autoclaved cages with sterile water, diet, and bedding. Reconstitution was allowed to occur for a minimum of 7 wk before analysis.

### Tamoxifen treatment

Tamoxifen (Sigma-Aldrich) was dissolved in 10% ethanol and 90% corn oil to a concentration of 50 mg/ml. Mice were dosed with 5 mg by oral gavage for five consecutive days.

### Tissue preparation and cell isolation

#### Small intestine and colon lamina propria and muscularis

Cells were isolated as previously described with some modifications (Sun et al., 2007). In brief, after dissection of the small intestine and colon, Peyer’s patches were removed from the length of the small intestine, and both small intestine and colon were cut longitudinally and washed thoroughly with PBS on ice. Subsequently, to remove intestinal epithelial cells and leukocytes, small intestines and colons were cut into segments (2–3 cm) and incubated in prewarmed media (RPMI 1640) supplemented with 3% FCS, 20 mM Hepes, 100 U/ml polymyxin B (Sigma-Aldrich), 5 mM EDTA, and 1 mM freshly thawed dithiothreitol for 20 min at 37°C with agitation. After incubation, gut segments were repeatedly shaken in fresh serum-free media with 2 mM EDTA and 20 mM Hepes to ensure optimal dissociation of intestinal epithelial cells and leukocytes. Remaining tissue (lamina propria and muscularis) was minced and digested at 37°C for 30 min with continuous stirring in serum-free RPMI containing 20 mM Hepes, 0.1 mg/ml liberase TL (Roche), and 0.5 mg/ml DNase. Digested tissue was passed sequentially through a 70-µm filter and 40-µm cell strainer, and after pelleting, it was resuspended in media supplemented with 10% FCS and polymyxin B until staining.

#### Blood

Blood was collected into EDTA-coated syringes by cardiac puncture from sacrificed mice. Suspensions were washed and resuspended in ammonium-chloride-potassium lysing buffer (Lonza) for 3 min on ice twice. Suspensions were then washed and resuspended in media containing 10% FCS until staining.

#### Brain

Cells were isolated as previously described but with some modifications (Legroux et al., 2015). In brief, brains were minced and digested in media containing 20 mM Hepes, 2 mg/ml collagenase IV (Thermo Fisher Scientific), and 0.5 mg/ml DNase for 30 min at 37°C without agitation. Brains were subsequently passed through a 70-µm filter, washed with media supplemented with 20 mM Hepes and 2 mM EDTA, and myelin contaminants were removed over a 30% Percoll (Sigma-Aldrich) gradient, thus removing myelin and enriching for immune cells. The final pellet was resuspended in media containing 10% FCS until staining.

### Flow cytometry

Single-cell suspensions (5 × 10^5^–2 × 10^6^ total cells) of the small intestine, colon, or blood and the majority of cells isolated from brain tissue were washed thoroughly with PBS and stained with the Live/Dead Fixable blue dead cell stain kit (Molecular Probes) to exclude dead cells. Subsequently, cells were stained in the dark for 15 min at 4°C with fluorochrome- or biotin-conjugated antibodies in PBS containing anti-CD16/CD32 (2.4G2; BioXcell). Cells were washed and, where necessary, incubated for a further 10 min with fluorochrome-conjugated streptavidin and then washed. In some cases, cells were immediately acquired live, or alternatively, after further washing, cells were fixed in 2% paraformaldehyde (Sigma-Aldrich) for 10 min at room temperature and ultimately resuspended in PBS before acquisition. Cells were stained with CD4 (RM4-5), CD11b (M1/70), CD11c (N418), CD45 (30F11), CD45.1 (A20), CD45.2 (104), CD51 (RMV-7), CD64 (X54-5/7.1), CD115 (AFS98), MHCII (I-A/I-E; M5/114.15.2), and Tim-4 (RMT4-54 and F31-5G3) from BioLegend as well as Ly6C (HK1.4) from eBioscience. The lineage antibody cocktail for excluding lymphocytes and granulocytes included Siglec F (E50-2440) from BD and TCRβ (H57-597), B220 (RA3-6B2), and Ly6G (1A8) from BioLegend. Cell acquisition was performed on an LSR Fortessa running FACSDIVA 8 software (BD). For each intestinal sample, typically 10,000–20,000 macrophages were collected. In the case of blood samples, typically 10,000 monocytes were collected. Data were analyzed using FlowJo software (TreeStar).

### Gut monocyte and macrophage isolation by FACS

Single-cell suspensions for gut were prepared as above with the following modifications: incubation with dithiothreitol and EDTA was reduced to 10 min, and the liberase digestion step was decreased to 20 min but with an increased concentration of liberase TL (0.75 mg/ml). Before FACS, on a FACSAria Fusion (BD), isolated cells were suspended in RPMI supplemented with 2% FCS, 100 U/ml polymyxin B, and 2 mM EDTA. Cells were sorted using the same gating as in Fig. S1 A but with two modifications: cells were not initially gated based on CD11c expression, and Ly6C was included in the lineage channel to directly exclude P1 monocytes. Sorted cells were collected in RPMI with 10% FCS and stored on ice for use in cytospins and cell purity assessments or were alternatively collected in RLT buffer (QIAGEN) and stored on dry ice before storage at −80°C for subsequent RNA extraction.

### Cytospin

Sorted cells were mounted on superfrost slides using a Cytospin centrifuge (Cytospin 4; Thermo Fisher Scientific) operating for 5 min at 500 rpm. Cells were fixed with ice-cold methanol and stored at room temperature. Cells were subsequently stained with hematoxylin and acidic eosin and mounted with DPX. Images were collected on an Axioskop upright microscope (ZEISS) using a 100× objective and captured using a CoolSNAP ES camera (Photometrics) through MetaVue software (Molecular Devices). Images were then analyzed and processed using ImageJ (National Institutes of Health) and Image-Pro Premier software (Media Cybernetics).

### RNA extraction

RNA was extracted from 120,000–200,000 cells using an RNeasy micro kit (QIAGEN) following the manufacturer’s instructions. RNA was quantified using a Qubit 2.0 Fluorimeter (Thermo Fisher Scientific), and quality was assessed using an RNA ScreenTape Assay and 2200 TapeStation (Agilent Technologies).

### Bulk RNA sequencing and analysis

Strand-specific RNA sequencing libraries were prepared using the Illumina workflow with the TruSeq stranded mRNA sample preparation kit. Paired-end reads (65 × 65 bp) were generated from each sample. 48–192 million reads were obtained from each sample. The fastq files generated by a HiSeq4000 platform (Illumina) were analyzed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and any low-quality reads and contaminated barcodes were trimmed with Trimmomactic (Bolger et al., 2014). All libraries were aligned to GRCm38.p4 assembly of mouse genome using STAR-2.4.2 (Dobin et al., 2013), and only uniquely mapped reads were used in differential gene expression analysis. The mapped reads were counted by genes with HTseq (Anders et al., 2015) against gencode.vM11.annotation.gtf. The differentially expressed genes were identified using DESeq2 (Love et al., 2014) by pairwise comparisons between the experimental groups. The differentially expressed genes with a p-adjusted value ≤ 0.05 were selected for further validation and analysis. For functional analysis, an R package of topGO, Ingenuity Pathway Analysis, and Panther was used. Bulk RNA sequencing data were deposited in the Gene Expression Omnibus public database under accession no. GSE114434.

### Cytometric bead array

Macrophage subsets isolated by FACS were plated in flat-bottomed 96-well tissue culture plates at 30,000 cells per well (two to three wells per subset). The cells were cultured at 37°C and 5% CO_2_ in 50 µl complete RPMI (10% FCS) in the presence of M-CSF (PeproTech) at 20 ng/ml. After 18 h, the culture supernatants were collected and analyzed for the presence of cytokines and chemokines using the LEGENDplex mouse inflammation panel (BioLegend). Data were acquired on a FACSVerse (BD) and analyzed using LEGENDplex software (7.1; BioLegend).

### Statistical analysis

Comparisons between groups were undertaken using Prism (7.0; GraphPad Software). Two experimental groups were compared using a Student’s *t* test for paired data or a Student’s *t* test with Welch’s correction for unpaired data. Where more than two groups were compared, a one-way ANOVA with Bonferroni’s correction was used. Significance was set at P ≤ 0.05.

### Online supplemental material

Fig. S1 shows the flow cytometry gating strategy for monocytes and macrophages in the small intestine, the PCA plot of global gene expression from Tim-4^–^CD4^–^–, Tim-4^–^CD4^+^–, and Tim-4^+^CD4^+^–resident macrophages, and the graphical representation of gene expression profiles for the 12 clusters formed by the 2,283 genes differentially expressed in Ly6C^hi^ blood monocytes and Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophages from the small intestine. Fig. S2 shows the total number of macrophages and number of Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophages in the small intestine of gut-shielded irradiated chimeric mice and unirradiated mice, the time course of tamoxifen treatment and harvest of tamoxifen-treated mice, and the YFP expression in the Ly6C^low^ blood monocytes and microglia of tamoxifen-treated mice. Fig. S3 shows the total number of macrophages and number of Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophages in the colon of gut-shielded irradiated chimeric mice and unirradiated mice, the comparison of chimerism levels reached in the macrophage subsets from the small intestine and colon, and the number of P1 monocytes, P2 transitioning monocytes, and P3/P4 total macrophages in the colon of SPF and GF mice. Table S1 shows the GO terms associated with each of the 12 clusters formed by the 2,283 genes differentially expressed in Ly6C^hi^ blood monocytes and Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophages sorted from the small intestine. Table S2 shows the list of genes contained in each of the 12 clusters formed by the 2,283 genes differentially expressed in Ly6C^hi^ blood monocytes and Tim-4^–^CD4^–^, Tim-4^–^CD4^+^, and Tim-4^+^CD4^+^ macrophages sorted from the small intestine.

## Supplementary Material

Supplemental Materials

## References

[bib1] AfikR., ZigmondE., VugmanM., KlepfishM., ShimshoniE., Pasmanik-ChorM., ShenoyA., BassatE., HalpernZ., GeigerT., 2016 Tumor macrophages are pivotal constructors of tumor collagenous matrix. J. Exp. Med. 213:2315–2331. 10.1084/jem.2015119327697834PMC5068227

[bib2] A-GonzalezN., QuintanaJ.A., García-SilvaS., MazariegosM., González de la AlejaA., Nicolás-ÁvilaJ.A., WalterW., AdroverJ.M., CrainiciucG., KuchrooV.K., 2017 Phagocytosis imprints heterogeneity in tissue-resident macrophages. J. Exp. Med. 214:1281–1296. 10.1084/jem.2016137528432199PMC5413334

[bib3] AndersS., PylP.T., and HuberW. 2015 HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics. 31:166–169. 10.1093/bioinformatics/btu63825260700PMC4287950

[bib4] BainC.C., and MowatA.M. 2014 Macrophages in intestinal homeostasis and inflammation. Immunol. Rev. 260:102–117. 10.1111/imr.1219224942685PMC4141699

[bib5] BainC.C., ScottC.L., Uronen-HanssonH., GudjonssonS., JanssonO., GripO., GuilliamsM., MalissenB., AgaceW.W., and MowatA.M. 2013 Resident and pro-inflammatory macrophages in the colon represent alternative context-dependent fates of the same Ly6Chi monocyte precursors. Mucosal Immunol. 6:498–510. 10.1038/mi.2012.8922990622PMC3629381

[bib6] BainC.C., Bravo-BlasA., ScottC.L., PerdigueroE.G., GeissmannF., HenriS., MalissenB., OsborneL.C., ArtisD., and MowatA.M. 2014 Constant replenishment from circulating monocytes maintains the macrophage pool in the intestine of adult mice. Nat. Immunol. 15:929–937. 10.1038/ni.296725151491PMC4169290

[bib7] BainC.C., HawleyC.A., GarnerH., ScottC.L., SchriddeA., SteersN.J., MackM., JoshiA., GuilliamsM., MowatA.M., 2016 Long-lived self-renewing bone marrow-derived macrophages displace embryo-derived cells to inhabit adult serous cavities. Nat. Commun. 7:s11852.10.1038/ncomms11852PMC491001927292029

[bib8] BaratinM., SimonL., JorqueraA., GhigoC., DembeleD., NowakJ., GentekR., WienertS., KlauschenF., MalissenB., 2017 T Cell Zone Resident Macrophages Silently Dispose of Apoptotic Cells in the Lymph Node. Immunity. 47:349–362.e5.2880123310.1016/j.immuni.2017.07.019

[bib9] BogunovicM., GinhouxF., HelftJ., ShangL., HashimotoD., GreterM., LiuK., JakubzickC., IngersollM.A., LeboeufM., 2009 Origin of the lamina propria dendritic cell network. Immunity. 31:513–525. 10.1016/j.immuni.2009.08.01019733489PMC2778256

[bib10] BolgerA.M., LohseM., and UsadelB. 2014 Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 30:2114–2120. 10.1093/bioinformatics/btu17024695404PMC4103590

[bib11] BonnardelJ., Da SilvaC., HenriS., TamoutounourS., ChassonL., Montañana-SanchisF., GorvelJ.P., and LelouardH. 2015 Innate and adaptive immune functions of peyer’s patch monocyte-derived cells. Cell Reports. 11:770–784. 10.1016/j.celrep.2015.03.06725921539

[bib12] BoringL., GoslingJ., ChensueS.W., KunkelS.L., FareseR.V.Jr., BroxmeyerH.E., and CharoI.F. 1997 Impaired monocyte migration and reduced type 1 (Th1) cytokine responses in C-C chemokine receptor 2 knockout mice. J. Clin. Invest. 100:2552–2561. 10.1172/JCI1197989366570PMC508456

[bib13] BujkoA., AtlasyN., LandsverkO.J.B., RichterL., YaqubS., HornelandR., ØyenO., AandahlE.M., AabakkenL., StunnenbergH.G., 2018 Transcriptional and functional profiling defines human small intestinal macrophage subsets. J. Exp. Med. 215:441–458.2927364210.1084/jem.20170057PMC5789404

[bib14] CummingsR.J., BarbetG., BongersG., HartmannB.M., GettlerK., MunizL., FurtadoG.C., ChoJ., LiraS.A., and BlanderJ.M. 2016 Different tissue phagocytes sample apoptotic cells to direct distinct homeostasis programs. Nature. 539:565–569. 10.1038/nature2013827828940PMC5807003

[bib15] DobinA., DavisC.A., SchlesingerF., DrenkowJ., ZaleskiC., JhaS., BatutP., ChaissonM., and GingerasT.R. 2013 STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 29:15–21. 10.1093/bioinformatics/bts63523104886PMC3530905

[bib16] GabanyiI., MullerP.A., FeigheryL., OliveiraT.Y., Costa-PintoF.A., and MucidaD. 2016 Neuro-immune Interactions Drive Tissue Programming in Intestinal Macrophages. Cell. 164:378–391. 10.1016/j.cell.2015.12.02326777404PMC4733406

[bib17] GautierE.L., ShayT., MillerJ., GreterM., JakubzickC., IvanovS., HelftJ., ChowA., ElpekK.G., GordonovS., Immunological Genome Consortium 2012 Gene-expression profiles and transcriptional regulatory pathways that underlie the identity and diversity of mouse tissue macrophages. Nat. Immunol. 13:1118–1128. 10.1038/ni.241923023392PMC3558276

[bib18] GinhouxF., and GuilliamsM. 2016 Tissue-Resident Macrophage Ontogeny and Homeostasis. Immunity. 44:439–449. 10.1016/j.immuni.2016.02.02426982352

[bib19] GinhouxF., and JungS. 2014 Monocytes and macrophages: developmental pathways and tissue homeostasis. Nat. Rev. Immunol. 14:392–404. 10.1038/nri367124854589

[bib20] GinhouxF., GreterM., LeboeufM., NandiS., SeeP., GokhanS., MehlerM.F., ConwayS.J., NgL.G., StanleyE.R., 2010 Fate mapping analysis reveals that adult microglia derive from primitive macrophages. Science. 330:841–845. 10.1126/science.119463720966214PMC3719181

[bib21] GoldmannT., WieghoferP., JordãoM.J., PrutekF., HagemeyerN., FrenzelK., AmannL., StaszewskiO., KierdorfK., KruegerM., 2016 Origin, fate and dynamics of macrophages at central nervous system interfaces. Nat. Immunol. 17:797–805. 10.1038/ni.342327135602PMC4968048

[bib22] GraingerJ.R., KonkelJ.E., Zangerle-MurrayT., and ShawT.N. 2017 Macrophages in gastrointestinal homeostasis and inflammation. Pflugers Arch. 469:527–539. 10.1007/s00424-017-1958-228283748PMC5362667

[bib23] GrossM., SalameT.M., and JungS. 2015 Guardians of the Gut - Murine Intestinal Macrophages and Dendritic Cells. Front. Immunol. 6:254 10.3389/fimmu.2015.0025426082775PMC4451680

[bib24] GuilliamsM., De KleerI., HenriS., PostS., VanhoutteL., De PrijckS., DeswarteK., MalissenB., HammadH., and LambrechtB.N. 2013 Alveolar macrophages develop from fetal monocytes that differentiate into long-lived cells in the first week of life via GM-CSF. J. Exp. Med. 210:1977–1992. 10.1084/jem.2013119924043763PMC3782041

[bib25] HashimotoD., ChowA., NoizatC., TeoP., BeasleyM.B., LeboeufM., BeckerC.D., SeeP., PriceJ., LucasD., 2013 Tissue-resident macrophages self-maintain locally throughout adult life with minimal contribution from circulating monocytes. Immunity. 38:792–804. 10.1016/j.immuni.2013.04.00423601688PMC3853406

[bib26] HoeffelG., WangY., GreterM., SeeP., TeoP., MalleretB., LeboeufM., LowD., OllerG., AlmeidaF., 2012 Adult Langerhans cells derive predominantly from embryonic fetal liver monocytes with a minor contribution of yolk sac-derived macrophages. J. Exp. Med. 209:1167–1181. 10.1084/jem.2012034022565823PMC3371735

[bib27] HoeffelG., ChenJ., LavinY., LowD., AlmeidaF.F., SeeP., BeaudinA.E., LumJ., LowI., ForsbergE.C., 2015 C-Myb(+) erythro-myeloid progenitor-derived fetal monocytes give rise to adult tissue-resident macrophages. Immunity. 42:665–678. 10.1016/j.immuni.2015.03.01125902481PMC4545768

[bib28] JaenssonE., Uronen-HanssonH., PabstO., EksteenB., TianJ., CoombesJ.L., BergP.L., DavidssonT., PowrieF., Johansson-LindbomB., and AgaceW.W. 2008 Small intestinal CD103+ dendritic cells display unique functional properties that are conserved between mice and humans. J. Exp. Med. 205:2139–2149. 10.1084/jem.2008041418710932PMC2526207

[bib29] JungS., AlibertiJ., GraemmelP., SunshineM.J., KreutzbergG.W., SherA., and LittmanD.R. 2000 Analysis of fractalkine receptor CX(3)CR1 function by targeted deletion and green fluorescent protein reporter gene insertion. Mol. Cell. Biol. 20:4106–4114. 10.1128/MCB.20.11.4106-4114.200010805752PMC85780

[bib30] KamadaN., HisamatsuT., OkamotoS., ChinenH., KobayashiT., SatoT., SakurabaA., KitazumeM.T., SugitaA., KoganeiK., 2008 Unique CD14 intestinal macrophages contribute to the pathogenesis of Crohn disease via IL-23/IFN-gamma axis. J. Clin. Invest. 118:2269–2280.1849788010.1172/JCI34610PMC2391067

[bib31] KimK.W., WilliamsJ.W., WangY.T., IvanovS., GilfillanS., ColonnaM., VirginH.W., GautierE.L., and RandolphG.J. 2016 MHC II+ resident peritoneal and pleural macrophages rely on IRF4 for development from circulating monocytes. J. Exp. Med. 213:1951–1959. 10.1084/jem.2016048627551152PMC5030807

[bib32] KuchrooV.K., DardalhonV., XiaoS., and AndersonA.C. 2008 New roles for TIM family members in immune regulation. Nat. Rev. Immunol. 8:577–580. 10.1038/nri236618617884

[bib33] LegrouxL., PittetC.L., BeauseigleD., DebloisG., PratA., and ArbourN. 2015 An optimized method to process mouse CNS to simultaneously analyze neural cells and leukocytes by flow cytometry. J. Neurosci. Methods. 247:23–31. 10.1016/j.jneumeth.2015.03.02125819540

[bib34] LokeP., NairM.G., ParkinsonJ., GuilianoD., BlaxterM., and AllenJ.E. 2002 IL-4 dependent alternatively-activated macrophages have a distinctive in vivo gene expression phenotype. BMC Immunol. 3:7 10.1186/1471-2172-3-712098359PMC117781

[bib35] LoveM.I., HuberW., and AndersS. 2014 Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15:550 10.1186/s13059-014-0550-825516281PMC4302049

[bib36] MeradM., ManzM.G., KarsunkyH., WagersA., PetersW., CharoI., WeissmanI.L., CysterJ.G., and EnglemanE.G. 2002 Langerhans cells renew in the skin throughout life under steady-state conditions. Nat. Immunol. 3:1135–1141. 10.1038/ni85212415265PMC4727838

[bib37] MiyanishiM., TadaK., KoikeM., UchiyamaY., KitamuraT., and NagataS. 2007 Identification of Tim4 as a phosphatidylserine receptor. Nature. 450:435–439. 10.1038/nature0630717960135

[bib38] MowatA.M., and AgaceW.W. 2014 Regional specialization within the intestinal immune system. Nat. Rev. Immunol. 14:667–685. 10.1038/nri373825234148

[bib39] MullerP.A., KoscsóB., RajaniG.M., StevanovicK., BerresM.L., HashimotoD., MorthaA., LeboeufM., LiX.M., MucidaD., 2014 Crosstalk between muscularis macrophages and enteric neurons regulates gastrointestinal motility. Cell. 158:300–313. 10.1016/j.cell.2014.04.05025036630PMC4149228

[bib40] NakatsukasaH., ZhangD., MaruyamaT., ChenH., CuiK., IshikawaM., DengL., ZanvitP., TuE., JinW., 2015 The DNA-binding inhibitor Id3 regulates IL-9 production in CD4(+) T cells. Nat. Immunol. 16:1077–1084. 10.1038/ni.325226322481PMC5935106

[bib41] NishiC., TodaS., SegawaK., and NagataS. 2014 Tim4- and MerTK-mediated engulfment of apoptotic cells by mouse resident peritoneal macrophages. Mol. Cell. Biol. 34:1512–1520. 10.1128/MCB.01394-1324515440PMC3993587

[bib42] O’HaraA.M., and ShanahanF. 2006 The gut flora as a forgotten organ. EMBO Rep. 7:688–693. 10.1038/sj.embor.740073116819463PMC1500832

[bib43] PullS.L., DohertyJ.M., MillsJ.C., GordonJ.I., and StappenbeckT.S. 2005 Activated macrophages are an adaptive element of the colonic epithelial progenitor niche necessary for regenerative responses to injury. Proc. Natl. Acad. Sci. USA. 102:99–104. 10.1073/pnas.040597910215615857PMC544052

[bib44] RivollierA., HeJ., KoleA., ValatasV., and KelsallB.L. 2012 Inflammation switches the differentiation program of Ly6Chi monocytes from antiinflammatory macrophages to inflammatory dendritic cells in the colon. J. Exp. Med. 209:139–155. 10.1084/jem.2010138722231304PMC3260867

[bib45] RosasM., DaviesL.C., GilesP.J., LiaoC.T., KharfanB., StoneT.C., O’DonnellV.B., FraserD.J., JonesS.A., and TaylorP.R. 2014 The transcription factor Gata6 links tissue macrophage phenotype and proliferative renewal. Science. 344:645–648. 10.1126/science.125141424762537PMC4185421

[bib46] SchriddeA., BainC.C., MayerJ.U., MontgomeryJ., PolletE., DeneckeB., MillingS.W.F., JenkinsS.J., DalodM., HenriS., 2017 Tissue-specific differentiation of colonic macrophages requires TGFβ receptor-mediated signaling. Mucosal Immunol. 10:1387–1399. 10.1038/mi.2016.14228145440PMC5417360

[bib47] SchulzC., Gomez PerdigueroE., ChorroL., Szabo-RogersH., CagnardN., KierdorfK., PrinzM., WuB., JacobsenS.E., PollardJ.W., 2012 A lineage of myeloid cells independent of Myb and hematopoietic stem cells. Science. 336:86–90. 10.1126/science.121917922442384

[bib48] ScottC.L., ZhengF., De BaetselierP., MartensL., SaeysY., De PrijckS., LippensS., AbelsC., SchoonoogheS., RaesG., 2016 Bone marrow-derived monocytes give rise to self-renewing and fully differentiated Kupffer cells. Nat. Commun. 7:10321 10.1038/ncomms1032126813785PMC4737801

[bib49] SerbinaN.V., and PamerE.G. 2006 Monocyte emigration from bone marrow during bacterial infection requires signals mediated by chemokine receptor CCR2. Nat. Immunol. 7:311–317. 10.1038/ni130916462739

[bib50] ShengJ., RuedlC., and KarjalainenK. 2015 Most Tissue-Resident Macrophages Except Microglia Are Derived from Fetal Hematopoietic Stem Cells. Immunity. 43:382–393. 10.1016/j.immuni.2015.07.01626287683

[bib51] SmythiesL.E., SellersM., ClementsR.H., Mosteller-BarnumM., MengG., BenjaminW.H., OrensteinJ.M., and SmithP.D. 2005 Human intestinal macrophages display profound inflammatory anergy despite avid phagocytic and bacteriocidal activity. J. Clin. Invest. 115:66–75. 10.1172/JCI20051922915630445PMC539188

[bib52] SrinivasS., WatanabeT., LinC.S., WilliamC.M., TanabeY., JessellT.M., and CostantiniF. 2001 Cre reporter strains produced by targeted insertion of EYFP and ECFP into the ROSA26 locus. BMC Dev. Biol. 1:4 10.1186/1471-213X-1-411299042PMC31338

[bib53] SunC.M., HallJ.A., BlankR.B., BouladouxN., OukkaM., MoraJ.R., and BelkaidY. 2007 Small intestine lamina propria dendritic cells promote de novo generation of Foxp3 T reg cells via retinoic acid. J. Exp. Med. 204:1775–1785. 10.1084/jem.2007060217620362PMC2118682

[bib54] TamoutounourS., HenriS., LelouardH., de BovisB., de HaarC., van der WoudeC.J., WoltmanA.M., ReyalY., BonnetD., SichienD., 2012 CD64 distinguishes macrophages from dendritic cells in the gut and reveals the Th1-inducing role of mesenteric lymph node macrophages during colitis. Eur. J. Immunol. 42:3150–3166. 10.1002/eji.20124284722936024

[bib55] TamoutounourS., GuilliamsM., Montanana SanchisF., LiuH., TerhorstD., MalosseC., PolletE., ArdouinL., LucheH., SanchezC., 2013 Origins and functional specialization of macrophages and of conventional and monocyte-derived dendritic cells in mouse skin. Immunity. 39:925–938. 10.1016/j.immuni.2013.10.00424184057

[bib56] UderhardtS., HerrmannM., OskolkovaO.V., AschermannS., BickerW., IpseizN., SarterK., FreyB., RotheT., VollR., 2012 12/15-lipoxygenase orchestrates the clearance of apoptotic cells and maintains immunologic tolerance. Immunity. 36:834–846. 10.1016/j.immuni.2012.03.01022503541

[bib57] van FurthR., CohnZ.A., HirschJ.G., HumphreyJ.H., SpectorW.G., and LangevoortH.L. 1972 The mononuclear phagocyte system: a new classification of macrophages, monocytes, and their precursor cells. Bull. World Health Organ. 46:845–852.4538544PMC2480884

[bib58] VarolC., Vallon-EberhardA., ElinavE., AychekT., ShapiraY., LucheH., FehlingH.J., HardtW.D., ShakharG., and JungS. 2009 Intestinal lamina propria dendritic cell subsets have different origin and functions. Immunity. 31:502–512. 10.1016/j.immuni.2009.06.02519733097

[bib59] YonaS., KimK.W., WolfY., MildnerA., VarolD., BrekerM., Strauss-AyaliD., ViukovS., GuilliamsM., MisharinA., 2013 Fate mapping reveals origins and dynamics of monocytes and tissue macrophages under homeostasis. Immunity. 38:79–91. 10.1016/j.immuni.2012.12.00123273845PMC3908543

[bib60] ZigmondE., VarolC., FaracheJ., ElmaliahE., SatpathyA.T., FriedlanderG., MackM., ShpigelN., BonecaI.G., MurphyK.M., 2012 Ly6C hi monocytes in the inflamed colon give rise to proinflammatory effector cells and migratory antigen-presenting cells. Immunity. 37:1076–1090. 10.1016/j.immuni.2012.08.02623219392

How the deposited data were processed for this re-analysis (not part of the article)

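Gene expression was measured by RNA sequencing in 15 libraries from 4 populations sorted from C57BL/6 mice: 3 libraries from Ly6C hi blood monocytes and 4 from each of 3 subsets of small intestinal macrophages. Each library came from the pooled cells of 3 mice, except monocyte replicate 2, which came from 4 mice. The condition of each library was taken from its deposited title, and all 15 libraries were used. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38.p4 with STAR, counted uniquely mapped reads per gene with HTSeq against GENCODE vM11, and deposited these counts without normalization. The authors also deposited a normalized signal for each gene, made by dividing the counts by 1 size factor per library. In the deposited values, the ratio of count to signal was constant within each library, and the signal was used only to check this. Each gene in the table had at least 16 reads in total, by a filter that the paper's text does not describe. The strand setting of the count is not named in the text either.

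The total count on genes ran from 39388763 to 151510641 per library, with a median of 63249039. At this depth, a gene with no counts in a library could have had up to 3, and folds against a group with 3 or fewer counts in every library are given as lower bounds. Intervals and bounds cover counting error only, since the reads carry no molecular identifiers. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes with low counts were removed with edgeR's filterByExpr by population, which left 15802 genes, and libraries were scaled with TMM. A single quasi-likelihood fit over the 15 libraries gave the 6 pairwise comparisons, with p-values adjusted by the Benjamini-Hochberg method within each comparison and a threshold of 0.05. The standard error given for each log2 fold change is its absolute value divided by the square root of the F statistic of this test. No replicate block was used, because the paper names none. Its figure legend describes independent sorts from pooled mice, so subsets from the same sort may share mice. The paper does not state this, and the replicate numbers do not settle it. The threshold of 1e-30 was taken from the paper. Log2 CPM used a prior count of 2. PCA used centered and unscaled genes, distances were Euclidean with complete linkage, and the separation of the subsets was tested over all assignments of the 12 macrophage libraries to 3 groups of 4. The k-means clustering used 12 centers and the best of 100 starts. The order of the subsets was tested in the contrast of the mean of both CD4+ subsets with Tim-4-CD4- macrophages, on genes chosen in a contrast independent of it.

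Genes were named by rule: every gene that the paper names from these data in its text or in Fig. 1, H-J, the genes of the proteins used for sorting and of the 5 proteins in Fig. 1 D, and, for each comparison of macrophage subsets, the 3 genes with the largest change in each direction among those past the threshold with a mean of at least 1 CPM and no overlap between the libraries of the subsets. Members of the gene lists are named where a list is reported. The lists of cell cycle, efferocytosis, dissociation, interferon response, blood monocyte, and perivascular macrophage genes were tested with camera at a correlation of 0.01, with adjustment over 18 tests. Lists of marker genes of T cells, B cells, plasma cells, epithelium, dendritic cells, neutrophils and eosinophils, mesenchyme, endothelium, and enteric neurons and glia, and of sex-linked genes, were read as levels per library. Tests, named-gene rule, gene lists, and alternatives were set before the data were examined, apart from the corrections for GC content and gene length, the thinned counts for distances and gene lists, the exact tests of list means, and the tests named as such in the closing section.

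The tests were also run on simulated data in which 200 of the genes differed. With 15460 genes tested, edgeR called 158, of which 149 had been changed, so that 74.5% of the changed genes were recovered and 5.7% of the calls were false. DESeq2 called 194 genes of 15800, recovering 81.5%, with 16% of its calls false. In 10 sets of counts with no difference between the macrophage subsets, at most 2 genes were called between any pair of subsets and at most 1 of the gene list tests was called. Genes were drawn independently of each other in these sets. They therefore cannot show how often the gene list tests make false calls when the genes of a list move together.

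The alternatives were DESeq2 with its Wald test and size factors, relative log expression or upper-quartile normalization, all genes with at least 1 count, a mean of at least 1 CPM, only the 2 populations compared, a replicate block by the numbers of the titles or of the sample descriptions, counts thinned to the smallest library, a change of at least 2-fold, and leaving out each library in turn. PCA and distances were also computed after DESeq2's variance-stabilizing transformation, on the 500 most variable genes, with genes scaled to unit variance, with correlation distance, and between subset means. K-means was also run with 10 and 14 centers, and gene lists also with fry and with camera at an estimated correlation. A correction for GC content and gene length, fitted per library with splines of 4 degrees of freedom, was added after seeing the data. Its first form also shifted the overall scale of each library, and the centered form, which removes the trend alone, was chosen after the values of the first were seen. Gene positions came from GENCODE M21. The tables S1 and S2 and Fig. S1 of the paper were not at hand, so cluster members were taken from Fig. 1, H-J, and from the text.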

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

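The tests of GC content and gene length, of library depth, of plasma cells, and of B cells reported here were chosen only after the result was seen, as were the exact tests of list means and the choice of monocyte genes for each other library, while those of monocytes, of a few abundant genes, and of the genes picked by the study were not.

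Libraries far from the others of their subset were sought in 308 groups of 4 libraries, 221 of them for single genes. In 20 groups (6.49%), the gap between the highest or lowest library and the nearest of the others exceeded the critical share of the whole range in Dixon's test at 5%, where chance gives 15.4 groups, or 5%. Of these 20, 5 were in Tim-4-CD4+ replicate 3, 4 in Tim-4+CD4+ replicate 1, 3 in Tim-4-CD4- replicate 2, and 2 each in Tim-4-CD4+ replicate 1 and Tim-4+CD4+ replicate 2.

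Tim-4+CD4+ replicate 1 followed GC content and gene length more than the other Tim-4+CD4+ libraries, these explaining 8.8% of the variance of its deviation from the mean of all libraries, compared with 0.424 to 0.956%. Its 10 highest genes took 15.9% of the counts, compared with 12 to 12.6%. *Ly6c2* was at 1.05 CPM (0.611 to 0.628 in the others), and *AI504432* was at 9.94 CPM (17.1 to 19 in the others). In the tree of all libraries cut at 4 branches, it formed a branch alone, but it joined the other Tim-4+CD4+ libraries after the correction for GC content and gene length, and also on the 500 most variable genes after the variance-stabilizing transformation or of log2 CPM. On all genes of log2 CPM, its excess squared distance from the other Tim-4+CD4+ libraries was 0.231 per gene. A few abundant genes stay open as a cause. Without the 25 genes that were among the 10 highest in any library, 100% of this excess stayed, but each gene weighs the same in this distance, so leaving out so few could hardly change it. The tables argue against depth as the cause, since 91.1% of the excess stayed in thinned counts and its total of 104240859 lies within the range of the other Tim-4+CD4+ libraries. Trends with GC content and gene length are not the whole cause, since 67.8% of the excess stayed after these were removed, at 0.157 per gene, but they remain a candidate cause of the rest. A difference in sorting, in library preparation, or between the pools of mice stays open, and the labels describe none of these. No biological explanation was tested, because the design gives none within a subset.

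Tim-4-CD4+ replicate 1 was high in genes of blood monocytes. The list of 15 such genes had a mean of 2.05 on the log2 CPM scale, compared with 0.631 to 0.735 in the other Tim-4-CD4+ libraries, and 14 of the 15 genes were highest in this library. The mean of the list of sorting markers was 8.2, compared with 7.63 to 7.65. This list includes *Ly6c2* and *Timd4*. It also holds *Ccr2*, a gene of the monocyte list whose protein is not among the antibodies that the paper names. *Timd4* was at 4.47 CPM in this library (0.51 to 1.29 in the others), *Cd209f* at 0.879 CPM (0.128 to 0.32), and *C2* at 5.35 CPM (2.39 to 3.67), all 3 lower in monocytes than in each of these libraries, so monocytes do not account for their rise, and its cause was not tested. Of the 15 genes, 10 averaged at least 1 CPM in the macrophage libraries and 5 are in another list. Blood monocytes in this library were tested on 43 genes that were high in monocytes and near 0 in the other Tim-4-CD4+ libraries. Of these, 79.1% were highest in this library, at a median of 0.198% of their monocyte level (quartiles 0.0978 and 0.361%). For genes chosen in the same way for each other macrophage library, the percentages were 2.63 to 15.8% in the other Tim-4-CD4+ libraries and 18.2 to 33.3% in those of the other 2 subsets. The first range is no background, because those libraries were compared with a set that holds Tim-4-CD4+ replicate 1, which lowers it. Nearly all genes would be raised to a similar share if monocytes were the cause. The most abundant monocyte genes of the list were at 113 CPM for *Ccr2*, 81.5 CPM for *F13a1*, 11.7 CPM for *Plac8*, and 3.79 CPM for *Chil3* in this library, compared with 2630, 2340, 1720, and 1650 CPM in monocytes. A small share of monocytes and a larger share of macrophages that still express such genes cannot be told apart here, because some of the genes did not follow and the shares spread widely. The median log2 fold change of the list between the Tim-4+CD4+ and the Tim-4-CD4+ subsets rested on this library, at -0.37 with it and 0.07 without it.

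Tim-4-CD4+ replicate 3 was low in *AI504432* (28.3 CPM, compared with 39.2 to 41.2 in the other Tim-4-CD4+ libraries) and *Cx3cr1* (828 CPM, compared with 1080 to 1100), and high in *Traf1* (8.86 CPM, compared with 6.07 to 6.45) and *Id3* (11.5 CPM, compared with 6.37 to 6.95). Its mean of the sex-linked genes was 5.59 on the log2 CPM scale, compared with 5.8 to 5.82. Its total of 82922516 counts lies within the range of the other Tim-4-CD4+ libraries, which argues against depth. No other technical explanation and no biological one was tested.

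The other libraries were far from their group in single values. In Tim-4-CD4- replicate 2, *Angptl7* was at 0.0335 CPM (0.181 to 0.194 in the other Tim-4-CD4- libraries), *Clec4b1* at 8.02 CPM (12.6 to 13.7), and the mean of the B cell list at 0.075 on the log2 CPM scale (1.29 to 1.53). *Cd209g* was at 0 CPM in Tim-4-CD4- replicate 1 (0.067 to 0.0862 in the others), and the mean of the neutrophil and eosinophil list was -1.19 in Tim-4-CD4- replicate 4 (-0.635 to -0.526). *P2ry2* was at 4.88 CPM in Tim-4-CD4+ replicate 2 (6 to 6.19). In Tim-4+CD4+ replicate 2, *Adora2b* was at 0.0602 CPM (0 in the others) and the mean of the interferon list was 6.29 (6.02 to 6.06). In Tim-4+CD4+ replicate 3, the mean of the genes of the tissue-resident signature in Fig. 1 J was 4.17 (3.93 to 3.97). The values of *Angptl7*, *Cd209g*, and *Adora2b* rest on at most 10 counts per library of these subsets, so counting noise bears on them. No explanation was tested for these values.

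Immunoglobulin transcripts, which the paper does not discuss, were present in each macrophage library. *Igha* was at 1700 CPM or more in each of the 12 macrophage libraries and at 1.89 CPM or less in monocytes, and *Igkc* averaged 1390 CPM in Tim-4-CD4-, 1340 CPM in Tim-4-CD4+, and 1420 CPM in Tim-4+CD4+ macrophages. *Igha* did not differ between the Tim-4+CD4+ and the Tim-4-CD4+ subsets (log2 fold change 0.16, adjusted p = 0.81 from edgeR). *Mzb1*, *Derl3*, *Tnfrsf17*, and *Sdc1*, genes of plasma cells, all exceeded their highest monocyte level in 12 of the 12 libraries, which is consistent with plasma cells or their RNA in the sorted populations. *Jchain*, another abundant plasma cell transcript, averaged between 280 and 297 CPM in the subsets, and *Mzb1* between 4.67 and 5.95 CPM. All 8 genes of the plasma cell list averaged at least 1 CPM in the macrophage libraries. Among genes of B cells, the ratio of *Igkc* to *Cd79b* was 37.7, while those to *Cd79a* and *Ms4a1* were 361 and 1370. If B cells were a source, these genes would lie within 100-fold of *Igkc*. B cells as a further source cannot be told apart from plasma cells, because *Cd79b*, which was also at 9.02 CPM in monocytes, lies within that range and *Cd79a* and *Ms4a1* do not. No biological explanation was tested.

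Cell cycle genes were lower in Tim-4+CD4+ than in Tim-4-CD4+ macrophages, a comparison that the paper does not make. The median log2 fold change of 30 genes was -0.59, with all 30 lower (adjusted p = 9.6e-13 from limma's camera). The call held with fry (adjusted p = 0.007) and did not hold with a correlation estimated from the data (adjusted p = 0.11). The mean of the list was lower in each Tim-4+CD4+ library than in each Tim-4-CD4+ library (exact permutation test, two-sided p = 0.029, the smallest p that 4 libraries against 4 allow). From Tim-4-CD4- to Tim-4-CD4+ macrophages, the median was -0.37 with all 30 lower, while the means of the libraries overlapped (exact permutation test, two-sided p = 0.057), and from Tim-4-CD4- to Tim-4+CD4+ macrophages it was -0.92. The tables argue against trends with GC content and gene length, since the median was -0.61 after these were removed, and against depth, since it was -0.61 in thinned counts. A lower share of dividing cells among Tim-4+CD4+ macrophages may explain the pattern. Dividing cells of another type in the Tim-4-CD4+ libraries stay open as well and were not tested.

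Genes of perivascular macrophages were higher in Tim-4+CD4+ than in Tim-4-CD4+ macrophages, with a median log2 fold change of 0.79 and 13 of 16 genes higher (adjusted p = 2.4e-09 from limma's camera). The call held with fry (adjusted p = 3e-05) and with a correlation estimated from the data (adjusted p = 0.038). Of the 16 genes, 15 averaged at least 1 CPM in the macrophage libraries, 6 are in another list, and 3 (*Fcna*, *Cd209f*, and *Cd209g*) were picked by the study from these libraries. The tables argue against these 3 genes as the whole cause, since the other 13 had a median of 0.39 with 10 higher, and their mean was higher in each Tim-4+CD4+ library than in each Tim-4-CD4+ library (exact permutation test, two-sided p = 0.029, the smallest p that 4 libraries against 4 allow). They also argue against trends with GC content and gene length, since the median was 0.89 after these were removed. Among the most abundant genes of the list, *Cd163* was at 552 CPM in Tim-4+CD4+ and 191 CPM in Tim-4-CD4+ macrophages, while *Stab1* (2540 and 2090 CPM) and *Mrc1* (1080 and 1180 CPM) did not differ past the threshold. Tim-4+CD4+ macrophages may share part of the expression of perivascular macrophages, or such macrophages may be among the cells sorted as Tim-4+CD4+, and neither was tested.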

How the results depend on the processing

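The corrections for GC content and gene length, and thinned counts for distances and gene lists, are tests chosen only after the result was seen.

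Each of the 6 comparisons was repeated for all 35 splits of the libraries of its 2 populations into groups of the same sizes, and in each comparison the real split was the only 1 of the 35 to reach its count of genes. With adjusted p-values from edgeR, the highest count among the other splits was 3577 for Tim-4-CD4- macrophages and monocytes, 4583 for Tim-4-CD4+ and monocytes, 4962 for Tim-4+CD4+ and monocytes, 1 for Tim-4-CD4+ and Tim-4-CD4-, 1 for Tim-4+CD4+ and Tim-4-CD4-, and 0 for Tim-4+CD4+ and Tim-4-CD4+, with a median of 0 in each. In the real split, 2298 genes had an unadjusted p-value under 0.05 between the Tim-4+CD4+ and the Tim-4-CD4+ subsets.

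For the Tim-4-CD4+ libraries, the replicate numbers of the titles differ from those of the sample descriptions, and the titles were used. Libraries with the same number showed no pairing in all pairs of any comparison. After removing population means, their correlation across genes ran from -0.12 to 0.13 by title and from -0.09 to 0.16 by description. By title 3 of 21 pairs and by description 5 of 21 pairs were over 0.1, and 0 comparisons had all pairs over 0.1. These values cannot rule out that subsets from the same sort share mice. With a block by title numbers, the counts were 9979, 10635, 10869, 1294, 3267, and 431 in the order of the comparisons above. With a block by description numbers, they were 10225, 10902, 11137, 1575, 3666, and 506. All 40 genes of cluster XII passed in both.

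Over 1362 values of 153 results for single genes, the alternatives other than leaving out libraries kept direction and side of the threshold in 1336, with 11 weaker, 11 stronger, and 4 reversed. Those added after seeing the data kept 303 of 306, with 2 stronger and 1 reversed. DESeq2 called 917 genes between the Tim-4+CD4+ and the Tim-4-CD4+ subsets and 444 genes higher in Tim-4+CD4+ macrophages than in each other population, in place of 539 and 279. With DESeq2, 2122 genes had an adjusted p-value under 1e-30, and 2274 when only the 2 populations were fitted, in place of 0. It gave 89.6% of the genes higher in monocytes as lower with CD4, in place of 92.6%, and 39 of the 40 cluster XII genes, because it gave *Timd4* no adjusted p-value. Upper-quartile normalization gave 79.2% of the genes higher in macrophages as higher with CD4, in place of 76.6%. It moved the median log2 fold change of all genes between Tim-4+CD4+ macrophages and monocytes from 0.10 to 0.21, so changes there are to be read relative to that shift. *Fcgr1* between the Tim-4+CD4+ and the Tim-4-CD4+ subsets reversed to 0.0078 and *Tnf* to 0.024 with upper-quartile normalization, *Tnf* to 0.0074 with a mean of at least 1 CPM, and *Ifnb1* to -0.032 with a block by title numbers, none past the threshold in any setting. Requiring at least a 2-fold change left 6034, 6681, 6849, 483, 1336, and 277 genes, because fewer genes can pass. *Itgam* between the Tim-4+CD4+ and the Tim-4-CD4+ subsets lost its call in 6 of 9 alternatives and in 14 of the 15 fits without 1 library. Apart from these, the cause of each change was not tested.

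PC1 held 93.2% and PC2 3.47% of the variance on the 500 most variable genes after the variance-stabilizing transformation, 89.8 and 2.99% on the 500 most variable genes of log2 CPM, and 53.4 and 12.3% with genes scaled to unit variance, in place of 75.8 and 5.82%. The k-means cluster with most cluster XII genes held 50 genes after the variance-stabilizing transformation, 49 with 10 clusters, and 23 with 14 clusters, in place of 113. The ratio of the mean distances between libraries, Tim-4-CD4+ to Tim-4-CD4- over Tim-4-CD4+ to Tim-4+CD4+, ran from 1.014 to 1.057. Between subset means, Tim-4-CD4+ was nearer to Tim-4+CD4+ in each setting except on the 500 most variable genes of log2 CPM, at 24.83 to Tim-4-CD4- and 25.71 to Tim-4+CD4+.

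With fry, the calls on the monocyte list between the Tim-4+CD4+ and the Tim-4-CD4+ subsets (median -0.37) and on the dissociation list between the Tim-4-CD4+ and the Tim-4-CD4- subsets (-0.16) were lost. With the correlation estimated from the data, 13 of the 14 calls on gene lists were lost and only that on perivascular macrophage genes between the Tim-4+CD4+ and the Tim-4-CD4+ subsets held. The medians, which the choice of test does not move, were -0.59 for cell cycle, 0.12 for efferocytosis, and -0.37 for monocyte genes between the Tim-4+CD4+ and the Tim-4-CD4+ subsets. For Tim-4+CD4+ against Tim-4-CD4- macrophages, they were -0.92 for cell cycle, 0.21 for efferocytosis, -0.17 for dissociation, -1.24 for monocyte, and 1.01 for perivascular genes. For Tim-4-CD4+ against Tim-4-CD4- macrophages, they were -0.37, 0.16, -0.16, -0.82, and 0.29 in the same order.

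After the correction for GC content and gene length, the dissociation list became a call between the Tim-4+CD4+ and the Tim-4-CD4+ subsets (median -0.17). In the form without centering, which was run first, the share of genes higher in macrophages among those that differ was 33.8% for Tim-4-CD4-, 35.2% for Tim-4-CD4+, and 35.02% for Tim-4+CD4+ against monocytes, in place of 57.05, 55.99, and 55.8%. It was 35.8% in Tim-4+CD4+ against Tim-4-CD4- and 40.7% in Tim-4+CD4+ against Tim-4-CD4+ macrophages, in place of 48.7 and 60.7%. This form moved the median of all genes against monocytes to -0.51 for Tim-4-CD4-, -0.51 for Tim-4-CD4+, and -0.56 for Tim-4+CD4+ macrophages, from 0.08, 0.11, and 0.10, so its construction shows the cause. Under it, 73.2% of the genes higher in macrophages were higher with CD4, and 1 of the 7 cluster IX genes was higher in both Tim-4- subsets than in the other populations. *Csf1r* between the Tim-4+CD4+ and the Tim-4-CD4+ subsets reversed to -0.019. Between the same subsets, the efferocytosis list reversed to -0.024, the dissociation list became a call (-0.22), and the monocyte list lost its call (-0.33). From Tim-4-CD4- to Tim-4-CD4+ macrophages, the dissociation list lost its call (-0.12) and the interferon list reversed to -0.0029.

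Across the 15 fits that each left out 1 library, 2229 of 2295 values for single genes kept direction and side of the threshold, with 34 weaker, 14 stronger, and 18 reversed. Genes differing ran from 9497 to 10870 for Tim-4-CD4- against monocytes, from 10220 to 11510 for Tim-4-CD4+ against monocytes, from 10532 to 11343 for Tim-4+CD4+ against monocytes, from 1033 (without Tim-4-CD4+ replicate 4) to 2203 (without Tim-4+CD4+ replicate 1) for Tim-4-CD4+ against Tim-4-CD4-, from 2887 to 3799 for Tim-4+CD4+ against Tim-4-CD4-, and from 399 to 575 for Tim-4+CD4+ against Tim-4-CD4+. The share of genes higher in macrophages that were higher with CD4 ran from 76.9 to 79.3%. PC1 held from 68.2 to 78.1% and PC2 from 5.24 to 7.503%, the extremes of PC2 being without Tim-4-CD4- replicate 3 and without monocyte replicate 3. The ratio of distances ran from 1.008 to 1.096, the highest without Tim-4+CD4+ replicate 1. The median between the Tim-4+CD4+ and the Tim-4-CD4+ subsets ran from -0.16 to 0.041 (without Tim-4-CD4+ replicate 3) for the dissociation list, which became a call in 4 fits, and from -0.46 to 0.066 (without Tim-4-CD4+ replicate 1) for the monocyte list. From Tim-4-CD4- to Tim-4-CD4+ macrophages, it ran from 0.087 (without Tim-4-CD4+ replicate 1) to 0.22 for efferocytosis, which lost its call in 5 fits, from -0.35 (without Tim-4-CD4+ replicate 3) to -0.084 (without Tim-4-CD4+ replicate 1) for dissociation, which lost it in 2, from -0.034 (without Tim-4-CD4+ replicate 1) to 0.083 for interferon, and from 0.16 (without Tim-4-CD4+ replicate 1) to 0.42 for perivascular genes, which lost it in 3. The single genes that reversed were not past the threshold in any of these fits. Their log2 fold change between the Tim-4+CD4+ and the Tim-4-CD4+ subsets ran from -0.12 to 0.036 for *Cx3cr1*, from -0.099 to 0.032 for *Fcgr1*, from -1.17 to 0.17 (without Tim-4-CD4+ replicate 1) for *Ly6c2*, from -0.20 to 0.015 for *H2-Ab1*, from -0.075 to 0.060 for *Tnf*, from -0.22 to 0.020 for *Ccl2*, and from -0.81 (without Tim-4+CD4+ replicate 2) to 0.66 for *Ifnb1*. From Tim-4-CD4- to Tim-4-CD4+ macrophages, it ran from -0.62 (without Tim-4-CD4+ replicate 1) to 1.74 for *Timd4* and from -0.19 to 0.76 for *Ifnb1*. *Ifnb1* from Tim-4-CD4- to Tim-4+CD4+ macrophages ran from -0.63 (without Tim-4+CD4+ replicate 2) to 1.05.

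Results for genes near the floor are uncertain. *Ifnb1* averaged at most 0.153 CPM in the macrophage subsets, with at most 45 counts in any library. It ran from 0.0292 to 0.387 CPM over the Tim-4+CD4+ libraries, so a difference in it would have to be large to pass. Whether the depth or the spread between libraries sets this limit was not tested.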

Differences from the paper's values

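No test reported in this part was chosen after the result was seen, and the corrections for GC content and gene length were chosen after seeing the values.

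At an adjusted p-value under 1e-30, the paper reports 2283 differentially expressed genes, and edgeR found 0 here, while between 10843 and 11532 genes had an unadjusted p-value under 0.05 in each comparison with monocytes. Of the alternatives set before the data were examined, DESeq2 over all libraries gave 2122 genes and DESeq2 with only the 2 populations compared gave 2274, both within 1.5 times the paper's value. The paper's methods name DESeq2. The alternatives of edgeR gave 0 as well: those of normalization, of the filter on low counts, of the replicate block, of the populations fitted, of thinned counts, and of leaving out each library in turn.

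The paper reports 40 genes in cluster XII, and the k-means cluster that held most of them had 113 genes here. With the variance-stabilizing transformation before the z-scores it had 50 genes, and with 10 clusters it had 49, both within 1.5 times the paper's value. With 14 clusters it had 23 genes.

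On PC2, the paper shows about 3.7% of the variance in Fig. 1 E, read by eye, and PC2 held 5.816% here. On the 500 most variable genes, it held 3.471% after the variance-stabilizing transformation and 2.988% with log2 CPM, both within 1.5 times the paper's value. It also fell within 1.5 times when any 1 of the 4 Tim-4-CD4- libraries, Tim-4+CD4+ replicate 1, or Tim-4+CD4+ replicate 4 was left out, at 5.239 to 5.481%. It did not with the variance-stabilizing transformation on all genes (6.412%), with genes scaled to unit variance (12.28%), or without any of the other libraries (5.592 to 7.503%).

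From its cluster tree (Fig. 1 F), the paper proposes that both Tim-4- subsets are closer to each other than to Tim-4+CD4+ macrophages. Here, Tim-4-CD4+ libraries were 107 from Tim-4+CD4+ and 111 from Tim-4-CD4- libraries on average, and the subset means were 68.53 and 71.22 apart. Only on the 500 most variable genes of log2 CPM were the means of the Tim-4- subsets the nearest pair, at 24.83 compared with 25.71, while the mean distance between libraries there still placed Tim-4-CD4+ nearer to Tim-4+CD4+, with a ratio of 1.014.

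The paper describes cluster IX as genes higher in both Tim-4- subsets. In the comparison of the Tim-4-CD4+ and the Tim-4+CD4+ subsets, *Emp1* (log2 fold change -1.25, adjusted p = 0.068 from edgeR) and *Spp1* (-1.90, adjusted p = 0.11) did not pass here. Adjusted over the list alone and with DESeq2, both passed. *Emp1* also passed with only the 2 populations compared and without each monocyte replicate in turn, and *Spp1* without Tim-4+CD4+ replicate 1. Against monocytes, 4 of the 7 genes were not higher in Tim-4-CD4+ macrophages. The count of genes higher in both Tim-4- subsets than in both other populations was 3, and 4 without monocyte replicate 2 or without Tim-4-CD4+ replicate 1.

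The paper describes cluster V as rising from monocytes to Tim-4-CD4- macrophages to the CD4+ subsets. *Dtx3* did not pass between the Tim-4-CD4- and the Tim-4-CD4+ subsets here (log2 fold change 0.55, adjusted p = 0.051 from edgeR). It passed over the list alone, with DESeq2, with a mean of at least 1 CPM, with a block by description numbers, with only the 2 populations compared, and without monocyte replicate 1, Tim-4-CD4+ replicate 1, Tim-4+CD4+ replicate 1, or Tim-4+CD4+ replicate 3. It also passed with both forms of the correction for GC content and gene length, which were chosen after seeing the values.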

Other observations

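The test of T cells reported here was chosen only after the result was seen, as was the exact test of list means, and that of the efferocytosis genes was not.

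The efferocytosis genes were higher in Tim-4+CD4+ than in Tim-4-CD4+ macrophages, and the genes that the study picked from these libraries may explain that. Without *Timd4*, *Edil3*, and *P2ry2*, the other 27 genes had a p-value of 0.12 from limma's camera, which compares the list with all other genes, and of 0.048 from fry, which tests the list alone. Their mean was higher in each Tim-4+CD4+ library than in each Tim-4-CD4+ library (exact permutation test, two-sided p = 0.029, the smallest p that 4 libraries against 4 allow). Whether the picked genes are the whole difference cannot be told apart from a small change of the others, because these tests fall on both sides of the threshold. Of the efferocytosis genes, 28 averaged at least 1 CPM in the macrophage libraries and 5 are in another list. A biological difference between the subsets stays open and untested.

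*Cd4* transcripts could come from T cells in the sorted populations. The tables argue against this, since *Cd4* was at least 164 times the level of each of *Cd3e*, *Cd3d*, and *Cd3g* in every library of the CD4+ subsets. The genes of the T cell list added up to between 14.1 and 44 CPM in macrophage libraries, the most abundant of them being *Cd6*, at 26.7 CPM in Tim-4-CD4+ macrophages, and to between 1.47 and 3.32 CPM in monocytes. Of its 12 genes, 4 averaged at least 1 CPM in the macrophage libraries.

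Transcripts of the 5 proteins in Fig. 1 D were read in the sorted cells, while the figure shows protein after overnight culture, so these are different measurements. *Il6* averaged 4.88 CPM in Tim-4-CD4-, 1.44 CPM in Tim-4-CD4+, and 0.927 CPM in Tim-4+CD4+ macrophages, higher in Tim-4-CD4- than in Tim-4+CD4+ macrophages (log2 fold change -2.39 from Tim-4-CD4- to Tim-4+CD4+, adjusted p = 0.00011 from edgeR). *Tnf* averaged 161, 111, and 110 CPM in the same order (log2 fold change -0.55 from Tim-4-CD4- to Tim-4+CD4+, adjusted p = 0.00082). *Il10* averaged 86.3, 110, and 124 CPM (log2 fold change 0.53 from Tim-4-CD4- to Tim-4+CD4+, adjusted p = 0.014), and did not pass without Tim-4-CD4- replicate 3 (0.46, adjusted p = 0.053). *Ccl2* averaged 190, 134, and 127 CPM and did not differ past the threshold (log2 fold change -0.58 from Tim-4-CD4- to Tim-4+CD4+, adjusted p = 0.11), but passed with only the 2 populations fitted and without monocyte replicate 1, its adjusted p-value running from 0.028 to 0.27 over all alternatives. *Ifnb1* averaged 0.113, 0.133, and 0.153 CPM.

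Dissociation and interferon genes were read because handling of cells and infection can move them. For dissociation genes, the median log2 fold change was -0.1 between the Tim-4+CD4+ and the Tim-4-CD4+ subsets (12 of 18 lower, adjusted p = 0.066 from limma's camera), -0.17 between the Tim-4+CD4+ and the Tim-4-CD4- subsets (16 of 18 lower, adjusted p = 0.0045), and -0.16 between the Tim-4-CD4+ and the Tim-4-CD4- subsets (14 of 18 lower, adjusted p = 0.012), and the list means of the libraries overlapped in each (exact permutation test, two-sided p = 0.66, 0.17, and 0.4). The first of these became a call in 4 of the 15 fits without 1 library: without Tim-4-CD4+ replicate 1, 2, or 4 and without Tim-4+CD4+ replicate 3. The second stayed a call in all 15 fits. Its median ran from -0.29 without Tim-4+CD4+ replicate 3 to -0.077 without Tim-4-CD4- replicate 2. For interferon genes, the median log2 fold change was -0.06, -0.14, and 0.05 in the same 3 comparisons, with adjusted p-values from limma's camera of 0.26, 0.35, and 0.88. For perivascular macrophage genes, the median was 1.01 between the Tim-4+CD4+ and the Tim-4-CD4- subsets (adjusted p = 6.5e-07) and 0.29 between the Tim-4-CD4+ and the Tim-4-CD4- subsets (adjusted p = 0.027), where the list means overlapped (exact permutation test, two-sided p = 0.29).

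The labels describe male mice, and *Xist* was at 0.0913 CPM or less in every library, while *Ddx3y* averaged between 81.8 and 161 CPM in the 4 populations.

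Marker genes of other cell types were summed per library. In macrophage libraries, the sums ran from 37.6 to 75.6 CPM for B cells, from 3113 to 7480 CPM for plasma cells, from 14.7 to 37.2 CPM for epithelium, from 108 to 217 CPM for dendritic cells, from 154 to 218 CPM for neutrophils and eosinophils, from 86.3 to 195 CPM for mesenchyme, from 118 to 393 CPM for endothelium, and from 2.58 to 8.38 CPM for enteric neurons and glia. In monocyte libraries, they were at most 10.5, 276, 2.72, 103, 661, 14.2, 108, and 1.16 CPM in the same order. Averaging at least 1 CPM in the macrophage libraries were 6 of the 8 genes for B cells, 8 of 8 for plasma cells, 10 of 12 for epithelium, 8 of 8 for dendritic cells, 2 of 9 for neutrophils and eosinophils (of the 9, 2 are also in another list), 12 of 12 for mesenchyme, 7 of 9 for endothelium, and 2 of 11 for enteric neurons and glia, as were all 30 cell cycle, 18 dissociation, and 20 interferon genes. The study picked none of these genes. Most of the endothelial sum was *Pecam1*, at 305 CPM in Tim-4+CD4+ macrophages, and most of the sum for neutrophils and eosinophils was *Csf3r*, at 189 CPM in Tim-4+CD4+ macrophages. The most abundant mesenchymal gene was *Col3a1*, at 46.1 CPM in Tim-4+CD4+ and 27.8 CPM in Tim-4-CD4+ macrophages.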
